# Site-Dependent Lineage Preference of Adipose Stem Cells

**DOI:** 10.3389/fcell.2020.00237

**Published:** 2020-04-15

**Authors:** Tingliang Wang, Ryan C. Hill, Monika Dzieciatkowska, Lian Zhu, Aniello M. Infante, Gangqing Hu, Kirk C. Hansen, Ming Pei

**Keywords:** adipogenesis, adipose stem cell, chondrogenesis, infrapatellar fat pad, osteogenesis, subcutaneous adipose tissue

## Abstract

Adult stem cells have unique properties in both proliferation and differentiation preference. In this study, we hypothesized that adipose stem cells have a depot-dependent lineage preference. Four rabbits were used to provide donor-matched adipose stem cells from either subcutaneous adipose tissue (ScAT) or infrapatellar fat pad (IPFP). Proliferation and multi-lineage differentiation were evaluated in adipose stem cells from donor-matched ScAT and IPFP. RNA sequencing (RNA-seq) and proteomics were conducted to uncover potential molecular discrepancy in adipose stem cells and their corresponding matrix microenvironments. We found that stem cells from ScAT exhibited significantly higher proliferation and adipogenic capacity compared to those from donor-matched IPFP while stem cells from IPFP displayed significantly higher chondrogenic potential compared to those from donor-matched ScAT. Our findings are strongly endorsed by supportive data from transcriptome and proteomics analyses, indicating a site-dependent lineage preference of adipose stem cells.

## Introduction

Adult stem cells, found in varied tissues such as bone marrow, adipose, and synovium, have the capacity for proliferation and differentiation and are important cell sources for clinical therapy (Brown et al., 2019). However, adult stem cells from different sources have different capacities for proliferation and tissue-specific differentiation (Pizzute et al., 2015). This discrepancy even exists in a single tissue, for example, adipose tissue. Recent evidence indicates that, compared with subcutaneous adipose tissue (ScAT), infrapatellar fat pad (IPFP) is a unique adipose tissue with some distinct features (Sun et al., 2018). ScAT, a fat pad beneath the skin, is becoming an attractive stem cell source for tissue regeneration due to its ease of harvest in large quantities with a minimally invasive procedure (Chu et al., 2019). IPFP, located inside the knee joint and outside the synovial membrane, is becoming a promising stem cell source for cartilage engineering and regeneration (Sun et al., 2018).

In osteoarthritis, IPFP exhibits both anti-inflammatory and pro-inflammatory characteristics (Alegre-Aguarón et al., 2012). Increasing evidence indicates the superiority of IPFP-derived stem cells (IPFSCs) over subcutaneous adipose stem cells (ScASCs) in chondrogenic differentiation capacity (Alegre-Aguarón et al., 2012; Lopa et al., 2014); however, most reports are not donor-matched studies, leading to an uncertain conclusion unless large-scale samples are used. In this study, donor-matched IPFSCs and ScASCs isolated from four New Zealand white rabbits were used for comparison in cell proliferation and tri-lineage differentiation capacities. We hypothesized that adipose stem cells have a depot-dependent lineage preference. Transcriptome and proteome analyses were used to facilitate an in-depth understanding of site-dependent variations of lineage preference.

## Materials and Methods

### Cell Culture and Proliferation and Surface Phenotype Evaluation

Donor-matched inguinal ScAT and IPFP were obtained from four 4-month-old male New Zealand white rabbits. This project was approved by our Institutional Animal Care and Use Committee (IACUC). The harvested tissues were finely minced and digested using 0.1% collagenase P (Roche, Indianapolis, IN, United States) for 90 min at 37°C in a shaking water bath. The collected cells were cultured in growth medium containing alpha-minimum essential medium (αMEM), 10% fetal bovine serum, 100 U/mL penicillin, 100 μg/mL streptomycin, and 0.25 μg/mL fungizone (Invitrogen, Carlsbad, CA, United States) in a 37°C, 5% CO_2_, humidified incubator. After reaching 80% confluence, ScASCs and IPFSCs were detached and counted (*n* = 4) using a hemocytometer, then seeded on T175 flasks at a density of 3000/cm^2^ for expansion. The cells were counted for three passages after harvesting. Cell population doubling time (PD time) was then calculated based on the formula “PD time = T^∗^log (2) / (log (N_1_) – log (N_0_))”. T stands for incubation time, N_1_ stands for harvesting cell number, and N_0_ stands for seeding cell number.

Passage 1 ScASCs and IPFSCs from four donors were used to perform EdU (5-ethynyl-2′-deoxyuridine) cell proliferation assay (cat no. C1024; Invitrogen) according to manufacturer’s protocols. Briefly, the cells were seeded at a density of 3000/cm^2^, grew to 40% confluence, and then were incubated with 10 μM EdU solution for 3 h before detaching, fixing, permeabilizing, and staining the cells. EdU fluorescence was detected and analyzed by FACSCalibur (BD Biosciences, San Jose, CA, United States) using FCS Express 5 software (De Novo Software, Los Angeles, CA, United States).

A CD146 assay was performed on passage 1 ScASCs and IPFSCs from four donors. Briefly, 3 × 10^5^ cells (*n* = 4) were incubated with CD146 antibody conjugated with phycoerythrin (cat no. 12-1469-42; Thermo Fisher Scientific, Milford, MA, United States) in darkness for 30 min. The fluorescence was analyzed by FACSCalibur using FCS Express 5 software (De Novo Software, Los Angeles, CA, United States).

### Stemness and Senescence Gene Expression

Expanded cells were evaluated using real-time quantitative polymerase chain reaction (qPCR) for differences between ScASCs and IPFSCs in stemness and senescence-related gene expression. Total RNA was extracted from passage 1 cells of all four donors using TRIzol (Invitrogen). Then cDNA was synthesized from mRNA by reverse transcriptase using a High-Capacity cDNA Archive Kit (Thermo Fisher Scientific). Primers of stemness-related genes, senescence-related genes, and an endogenous reference gene (Table 1) were customized from Integrated DNA Technologies (IDT, Coralville, IA, United States) as Sybr green gene expression assay using their qPCR tool. qPCR was performed with iCycler iQ^TM^ Multicolor RT-PCR Detection and calculated by computer software (PerkinElmer, Wellesley, MA, United States).

**TABLE 1:** Primers for qPCR.

Gene name	Full name	TaqMan Assay ID or IDT primers
**Stemness-related genes**		
*NANOG*	Nanog homeobox	Forward: TCAACTGCGGAGATGAAGTG;
		Reverse: GTTTGCTGTGCTGTGTTCTG
*REX1*	ZFP42 zinc finger protein	Forward: AGCCCAGCAGGCAGAAATGGAA;
		Reverse: TGGTCAGTCTCACAGGGCACAT
*NES*	nestin	Forward: AGAATTCCCGGCTTCAGACA;
		Reverse: TCTTCAGAAAGGCTGGCACA
*SOX2*	SRY-box2	Forward: TGAAGGAGCACCCGGATTAT;
		Reverse: GCAGCGTGTACTTATCCTTCTT
**Senescence-related genes**		
*CDKN1A*	Cyclin dependent kinase inhibitor 1A	Forward: ACCTCTCAGGGTCGGAAA;
		Reverse: GGATTACGGCTTCCTCTTGG
*TP53*	Tumor protein 53	Forward: CGTGCGGAGTATTTGGATGA;
		Reverse: TGGATGGTGGTACAGTCAGA
**Chondrogenesis-related genes**		
*SOX9*	SRY-box 9	Oc04096872_m1
*COL2A1*	Collagen type II alpha 1 chain	Oc03396132_g1
*ACAN*	Aggrecan	Forward: CTACGGAGACAAGGATGAGTTC;
		Reverse: CGTAAAAGACCTCACCCTCCAT
*COL10A1*	Collagen type X alpha 1 chain	Oc04097225_s1
*MMP13*	Matrix metallopeptidase 13	Oc03396895_m1
**Adipogenesis-related genes**		
*ADIPOQ*	Adiponectin, C1Q and collagen domain containing	Oc03823307_s1
*PPARG*	Peroxisome proliferator activated receptor gamma	Oc03397329_m1
*LEP*	Leptin	Oc03395809_s1
*LPL*	Lipoprotein lipase	Forward: GCAAGACCTTCGTGGTGAT;
		Reverse: GTTGGAGTCTGGTTCTCTCTTG
**Osteogenesis-related genes**		
*BGLAP*	Bone gamma-carboxyglutamate protein	ARMFW6N
*SPP1*	Secreted phosphoprotein 1	Oc04096883_g1
*DCN*	Decorin	Oc03398037_m1
*SPARC*	Secreted protein acidic and cysteine rich	Oc03395844_m1
**Endogenous control gene**		
*GAPDH*	Glyceraldhyde-3-phosphate dehydrogenase	Forward: TTCCACGGCACGGTCAAGGC;
		Reverse: GGGCACCAGCATCACCCCAC

### Chondrogenic Induction and Evaluation

Passage 2 expanded cells (4 × 10^5^) were centrifuged at 300 *g* for 7 min in a 15-ml polypropylene tube to form a pellet. After 24 h incubation (day 0), the pellets were cultured with serum free medium containing high-glucose Dulbecco’s modified Eagle’s medium, 40 μg/mL proline, 0.1 μM ascorbic acid-2-phosphate, 100 nM dexamethasone, 1 × ITS premix (BD Biosciences),100 U/mL penicillin, 100 μg/mL streptomycin, 0.25 μg/mL fungizone, and 10 ng/mL recombinant human transforming growth factor beta3 (TGFβ3, PeproTech Inc., Rocky Hill, NJ, United States) in a 37°C, 5% CO_2_, humidified incubator for up to 18 days.

Total RNA from ScASCs and IPFSCs (*n* = 4) was extracted from pellets using an RNase-free pestle in TRIzol, and other qPCR procedures were the same as described above. Primers for chondrogenic-related genes and the endogenous control gene (Table 1) were customized as TaqMan^®^ gene expression assay from Applied Biosystems (Foster City, CA, United States). *ACAN* primer was customized as Sybr green gene expression assay from IDT (Table 1).

### Adipogenic Induction and Evaluation

When passage 2 cells grew to 90% confluence, they were cultured in adipogenic medium consisting of growth medium supplemented with 1 μM dexamethasone, 10 μM insulin (Biovendor, Asheville, NC, United States), 0.5 mM 3-isobutyl-1-methylxanthine, and 200 μM indomethacin in a 37°C, 5% CO_2_, humidified incubator for as long as 21 days. Primers for qPCR analysis (*n* = 4) of adipogenic-related genes (Table 1) were customized as TaqMan^®^ gene expression assay from Applied Biosystems. *LPL* primer was customized as Sybr green gene expression assay from IDT (Table 1).

Adipogenic induced cell samples were dissolved in lysis buffer with protease inhibitors. Total protein was quantified by a NanoDrop Spectrophotometer. Twenty micrograms of proteins (*n* = 4) were separated on a 12% polyacrylamide gel and transferred to nitrocellulose membrane (30 V, overnight at 4°C). Membranes were blocked with 5% non-fat milk in TBS (Tris-buffered saline) and probed with primary adiponectin (ADIPOQ) monoclonal antibody (cat no. MA1-054; Thermo Fisher Scientific) followed by secondary antibody conjugated with HRP (horseradish peroxidase) (cat no. RK244131; Thermo Fisher Scientific). Next, a chemiluminescence kit (GE Healthcare, Chicago, IL, United States) was used for developing; the blot was imaged using a GE gel documentation. Anti-β actin antibody (Invitrogen) was used to normalize the loading amounts.

### Osteogenic Induction and Evaluation

When passage 2 cells grew to 90% confluence, they were cultured with osteogenic medium consisting of growth medium supplemented with 0.01 μM dexamethasone, 50 mg/L ascorbic acid-2-phosphate, and 10 mM β-glycerophosphate in a 37°C, 5% CO_2_, humidified incubator for as long as 21 days. Primers for qPCR analysis (*n* = 4) of osteogenic-related genes (Table 1) were customized as TaqMan^®^ gene expression assays from Applied Biosystems.

Protein extracts were assayed for osteocalcin using Osteocalcin (OCN) assay kit (cat no. MBS2019743; MyBioSource, San Diego, CA, United States) following manufacturer’s instructions. Briefly, protein samples (*n* = 4) were added to wells with pre-coated osteocalcin antibody and incubated at room temperature for 1 h. Upon incubation, 100 uL of detection reagent A was added to the microwells and incubated at 37°C for 1 h. Microwells were washed and incubated with 100 μL of detection reagent B at 37°C for 30 min. Upon washing, 90 μL of 3,3’,5,5’- tetramethylbenzidine substrate solution was added and the sample was incubated at 37°C for 30 min. The reaction was stopped by the addition of 50 μL of stop solution. This enzyme-linked immunosorbent assay (ELISA) was quantitatively measured using a microplate reader at 450 nm.

### RNA-Seq Analysis

The total RNA samples collected from donor-matched passage 1 IPFSCs (*n* = 4) and ScASCs (*n* = 4) underwent an initial quality control (QC) check. When samples were deemed high quality [RIN (RNA Integrity Number) > 8], a Next Generation Library was built followed by a final QC check, which involved Qubit quantification and size estimation on the Agilent Bioanalyzer using a High Sensitivity DNA chip. The completed libraries were sequenced on their HiSeq 2500 (Illumina, Inc., San Diego, CA, United States). FastQC^1^ and multiQC (Ewels et al., 2016) were used to confirm that the read quality was good and no trimming was required. We mapped the pair-end RNA-Seq reads to the reference genome of Oryctolagus cuniculus (OryCun2.0) from Ensembl (Zerbino et al., 2018) using the Subread aligner (Liao et al., 2013). The number of read counts corresponding to gene transcripts annotated by Ensembl (OryCun2.0.98) were summarized by the featureCounts function from the Rsubread package (Liao et al., 2019). Gene expression levels were quantified by Reads Per Kilobase of transcript, per Million mapped reads (RPKM) with in-house script. We applied Edger3 (McCarthy et al., 2012) to call differentially expressed genes with the following criteria: fold change (FC) > 2, false discovery rate (FDR) < 0.05, and an average expression (RPKM) higher than one in at least one condition.

### Proteomics Analysis of Donor-Matched Cells and Their Deposited Matrices

Donor-matched passage 1 IPFSCs (*n* = 4; C-IPFSC) and ScASCs (*n* = 4; C-ScASC) as well as the decellularized extracellular matrices (dECM) deposited by passage 1 IPFSCs (*n* = 4; E-IPFSC) and ScASCs (*n* = 4; E-ScASC) were used for this analysis. dECM was prepared following our previous protocol (Li and Pei, 2018). Briefly, 0.2% gelatin solution was used to coat a tissue culture plastic (TCP) flask for 1 h, followed by treatment with 1% glutaraldehyde and 1M ethanolamine for 30 min each. Both cells were cultured in the above-treated TCP flasks using growth medium until 100% confluence followed by supplementation with 250 μM L-ascorbic acid phosphate magnesium salt for 10 days and then treatment with Extraction Buffer (0.5% Triton X-100 and 20 mM NH_4_OH in phosphate buffered saline) (Pizzute et al., 2016). Cell lysates (50 μg) were diluted in 8 M urea in 100 mM ammonium bicarbonate (ABC) pH 8.5 for digestion according to the Filter Aided Sample Preparation (FASP) protocol. dECMs were processed as previously described (Barrett et al., 2017). Briefly, samples were lyophilized, and digested with 100 mM cyanogen bromide (CNBr). The resultant digest was solubilized in 8 M urea and FASP digested with sequencing grade trypsin (Wiśniewski et al., 2009). Liquid chromatography tandem mass spectrometry (LC-MS/MS) was performed on an Eksigent 2D nano LC coupled to an LTQ-Orbitrap Velos mass spectrometer. MS acquisition parameters were detailed previously (Hill et al., 2015). Raw files were directly loaded into Proteome Discoverer 2.2 3 (Thermo Fisher Scientific) and searched against mouse SwissProt database using an in-house Mascot^TM^ server (Version 2.5, Matrix Science). Mass tolerances were +/- 10ppm for MS peaks, and +/- 0.6 Da for MS/MS fragment ions. CNBr/Trypsin specificity was used allowing for 1 missed cleavage. Met oxidation, proline hydroxylation, protein N-terminal acetylation, and peptide N-terminal pyroglutamic acid formation were allowed for variable modifications while carbamidomethyl of Cys was set as a fixed modification. Label Free Quantifications were done using the Minora Feature detector for peak intensity based abundance. Protein thresholds of 1% FDR were used to filter for high confidence identifications. Results were directly exported into Microsoft Excel. Statistical enumeration of the data was achieved through Metaboanalyst (v3.6) (Xia and Wishart, 2016) and pathway analysis was done using the Reactome (Fabregat et al., 2018).

### Statistical Analyses

For the data from flow analysis, ELISA, and qPCR, results are presented as the mean and the standard deviation of the mean; the *t*-test was used to assess data between two groups. All statistical analyses were performed with SPSS 13.0 statistical software (SPSS, Inc., Chicago, IL, United States). *p* < 0.05 was considered statistically significant.

## Results

### Stem Cell Proliferation and Surface Marker Expression

ScASCs and donor-matched IPFSCs showed similar fibroblast-like morphology (Figure 1A). Population doubling (PD) time of ScASCs was significantly shorter than IPFSCs (Figure 1B) and relative EdU incorporation of ScASCs was higher than IPFSCs (Figure 1C), indicating that ScASCs were superior to donor-matched IPFSCs in cell proliferation. Surface phenotype assay showed that CD146 expression was negligible in ScASCs with an average of 0.39% (*n* = 4) while in donor-matched IPFSCs, the average CD146 expression was 4.52% (*n* = 4), significantly higher than ScASCs (Figure 1D). Due to the commercial unavailability of surface marker antibodies targeting rabbit CD44, CD73, CD90, and CD105, RNA-seq was used to measure these surface marker expressions at mRNA levels including *CD44* (Log2FC from IPFSCs to ScASCs was 1.20, *FDR = 9.22E-09*), *NT5E* (5′-Nucleotidase Ecto for CD73) (Log2FC from IPFSCs to ScASCs was −0.99, *FDR = 1.69E-05*), *THY1* (Thy-1 Cell Surface Antigen for CD90) (Log2FC from IPFSCs to ScASCs was 0.39, *FDR = 1.00E+00*), and *ENG* (Endoglin for CD105) (Log2FC from IPFSCs to ScASCs was −0.67, *FDR = 1.32E-01*) (Figure 1E). 

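CD44, the hyaluronan receptor, was the surface marker gene that rose in IPFSCs, with a log2 fold change of 1.18 (standard error 0.22, adjusted p = 0.0173) in limma. The RPKM of CD44 (ENSOCUG00000000715) was 131 ± 17.9 in IPFSCs and 59.2 ± 19.3 in ScASCs (SD, n = 4). NT5E, the ecto-enzyme that makes adenosine from AMP, had an RPKM of 17.6 ± 5.97 in IPFSCs and 34.8 ± 9.75 in ScASCs (SD, n = 4), a log2 fold change of −0.95 (adjusted p = 0.0768). ENG, a co-receptor for TGFβ, and THY1 had log2 fold changes of −0.64 (adjusted p = 0.235) and 0.27 (adjusted p = 0.901); that of THY1 was −0.08 without ScASC replicate 1, 0.74 without ScASC replicate 3 and 0.01 without IPFSC replicate 4. Values are from RNA-seq of 4 libraries per cell type, with fold changes as IPFSCs over ScASCs on the log2(RPKM + 1) scale and p-values adjusted over 11294 genes. All 4 transcripts lay above an RPKM of 1 in both cell types on average. Of the 4 genes, 1 rose and 3 did not pass the test over all genes in limma (1 rose and 2 fell when adjusted over the list alone). In limma, the call was lost for CD44 without IPFSC replicate 1 or 3 (adjusted p = 0.0563 and 0.0626, of 0.00672 to 0.0626 over all alternatives). Other fits with limma called NT5E without IPFSC replicate 4 or with the rabbit as a block (adjusted p = 0.0296 and 0.0217, of 0.0217 to 0.200 over all alternatives) and ENG without ScASC replicate 4 (adjusted p = 0.0446, of 0.0446 to 0.461 over all alternatives).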

Interestingly, qPCR data showed that there were no significant differences in stemness-related genes *NANOG*, *REX1*, *NES*, and *SOX2*, and senescence-related genes *CDKN1A* and *TP53* in donor-matched adipose stem cells (Figure 1F).

**FIGURE 1:**
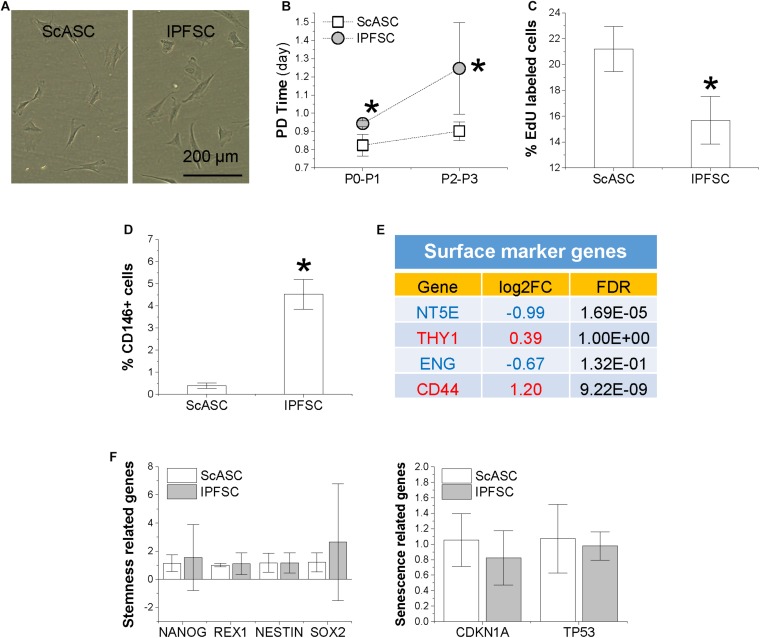
Comparison of proliferation capacity between ScASCs (*n* = 4) and donor-matched IPFSCs (*n* = 4) in **(A)** cell morphology; **(B)** cell population doubling (PD) time calculated by cell counting; **(C)** relative EdU incorporation; **(D)** CD146 surface marker expression level evaluated by flow cytometry analysis; **(E)** other surface marker gene expression levels evaluated by RNA-seq, in which a positive value in log2FC means higher expression in IPFSCs (in red) and a negative value means higher expression in ScASCs (in blue); and **(F)** stemness-related genes *NANOG*, *REX1*, *NESTIN*, and *SOX2* and senescence-related genes *CDKN1A* and *TP53* measured by qPCR. Data are shown as bar charts. * indicates a significant difference compared to the corresponding control group (*p* < 0.05).

### Adaptation of Transcription Factors During Differentiation Induction

To determine the adaptation of transcription factors in ScASCs and donor-matched IPFSCs, qPCR was used to evaluate *SOX9* for chondrogenesis, *PPARG* for adipogenesis, and *RUNX2* for osteogenesis during differentiation induction. Before induction, only *SOX9* expression was significantly higher in IPFSCs compared with ScASCs (Figure 2A). After an 18-day chondrogenic induction, *SOX9* expression was maintained at a higher level in IPFSCs similar to day 0 while *PPARG* expression was significantly lower than ScASCs despite a remarkable increase of *PPARG* in both cells (Figures 2B,C). After 21-day adipogenic induction, the difference in *SOX9* expression between groups was diminished; interestingly, both *PPARG* and *RUNX2* expression in IPFSCs were significantly lower than donor-matched ScASCs (Figure 2D). After a 21-day osteogenic induction, the difference in *SOX9* expression decreased but IPFSCs still had a higher level than ScASCs; intriguingly, IPFSCs exhibited a higher expression level in *PPARG* than ScASCs (Figure 2E).

**FIGURE 2:**
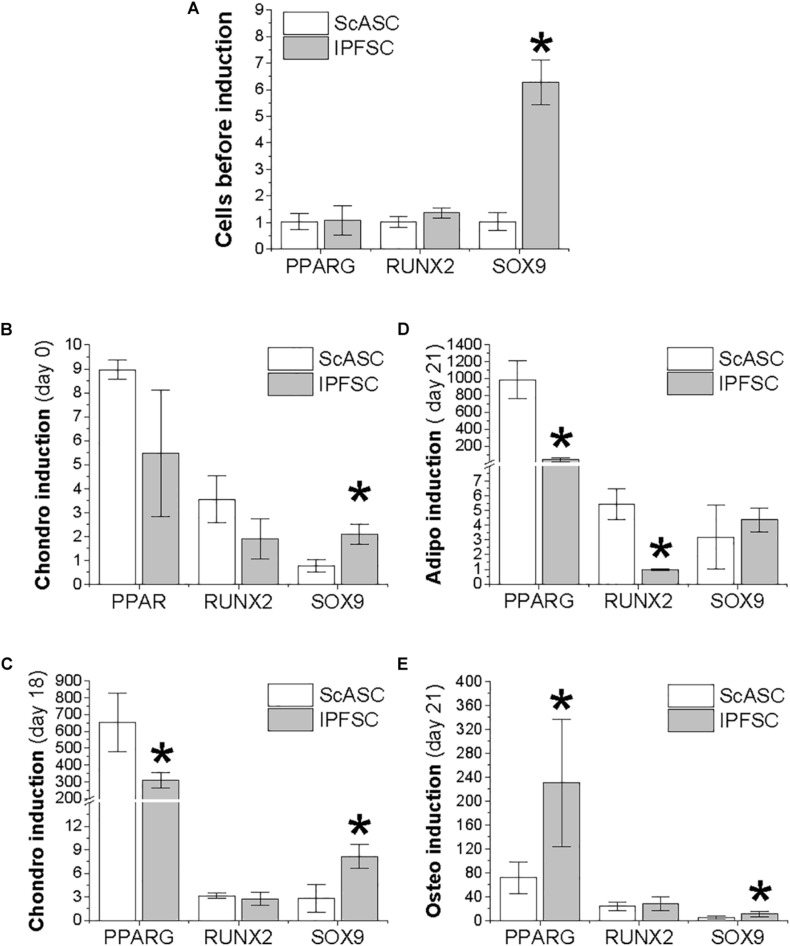
Expression of transcription factors in ScASCs (*n* = 4) and donor-matched IPFSCs (*n* = 4) measured by qPCR. *SOX9*, *PPARG*, and *RUNX2* were used to represent chondrogenesis, adipogenesis, and osteogenesis, respectively. Expanded cells were evaluated before induction **(A)** and after induction **(B–E)**: **(B)** 24 h after centrifugation to form a pellet but before chondrogenic induction; **(C)** 18 days after chondrogenic induction; **(D)** 21 days after adipogenic induction; and **(E)** 21 days after osteogenic induction. Data are shown as bar charts. Expression of each target gene in undifferentiated IPFSCs **(A)** and differentiated ScASCs/IPFSCs **(B–E)** is plotted against undifferentiated ScASCs **(A)**, which is set as “1”. * indicates a significant difference compared to the corresponding control group (*p* < 0.05).

### Development of Differentiation Factors During Induction

To further explore the differentiation preference of donor-matched adipose stem cells, qPCR was used to evaluate *COL2A1* and *ACAN* as markers of chondrogenesis, *ADIPOQ* and *LPL* for adipogenesis, and *BGLAP* and *SPP1* for osteogenesis during induction. Before induction, IPFSCs had significantly higher expression of *COL2A1* and *ACAN* than ScASCs (Figure 3A), in line with *SOX9* expression (Figure 2A). The advantageous expression of *COL2A1* and *ACAN* was further strengthened during chondrogenic induction (Figure 3B). No significant difference of *COL10A1* expression was observed between groups; however, we found that *MMP13* expression was more than 1000 times higher in IPFSCs compared with ScASCs before induction, which became comparable between groups after chondrogenic induction (Figure 3C).

**FIGURE 3:**
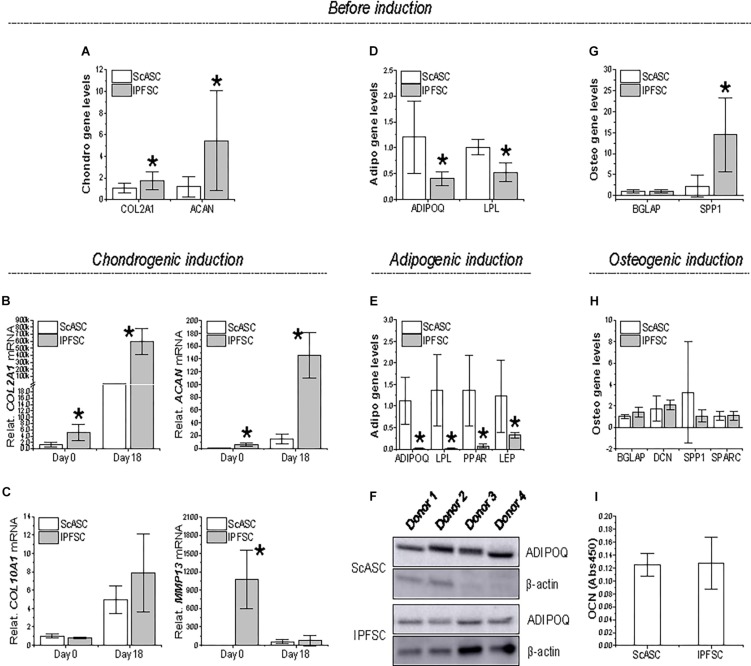
Expression of differentiation genes in ScASCs (*n* = 4) and donor-matched IPFSCs (*n* = 4) before and after induction. For chondrogenic differentiation, typical markers, *COL2A1* and *ACAN*, were evaluated using qPCR before **(A)** and after chondrogenic induction **(B)**. Hypertrophic markers *COL10A1* and *MMP13* were also measured after chondrogenic induction **(C)**. For adipogenic differentiation, typical markers, *ADIPOQ* and *LPL*, were evaluated using qPCR before **(D)** and after adipogenic induction **(E)**. *LEP* expression was also measured after induction **(E)**. Adiponectin (ADIPOQ) expression was confirmed using Western blot analysis with β-actin as an internal control **(F)**. For osteogenic differentiation, typical markers, *BGLAP* and *SPP1*, were evaluated using qPCR before **(G)** and after osteogenic induction **(H)**. Expression of *DCN* and *SPARC* were also measured after induction **(H)**. Osteocalcin (OCN) expression was confirmed using ELISA analysis **(I)**. Expression of each target gene in IPFSCs is plotted against the corresponding ScASCs, which is set as “1”, but for those in chondrogenic induction **(B/C)**, expression in day 0 is plotted as “1”. Data are shown as bar charts. * indicates a significant difference compared to the corresponding control group (*p* < 0.05).

Before induction, ScASCs exhibited higher expression of *ADIPOQ* and *LPL* than IPFSCs (Figure 3D), despite no significant difference in transcription factor *PPARG* expression (Figure 2A). The dominant expression of *ADIPOQ* and *LPL* became dramatically increased during adipogenic induction along with differentiation gene *LEP* and transcription factor *PPARG* expression (Figure 3E). Moreover, higher expression of adiponectin (ADIPOQ) in ScASCs than donor-matched IPFSCs was also confirmed in Western blot analysis (Figure 3F).

For osteogenic differentiation, despite no difference in *BGLAP* expression before induction, IPFSCs displayed a higher expression of *SPP1* than ScASCs (Figure 3G), which became comparable after 21-day osteogenic induction along with other differentiation genes *BGLAP*, *DCN*, and *SPARC* expression (Figure 3H). Furthermore, comparable expression of OCN between ScASCs and IPFSCs was also confirmed in ELISA analysis (Figure 3I).

### Transcriptome Difference Between ScASCs and Donor-Matched IPFSCs

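Stromal cells grown from the infrapatellar fat pad of the knee (IPFSCs) and from subcutaneous fat (ScASCs) of the same 4 rabbits were sequenced at passage 1, with 1 library per cell type and rabbit (n = 4 per group). The authors aligned paired-end reads with Subread to the rabbit assembly OryCun2.0, counted reads per gene with featureCounts and scaled the counts to RPKM. The deposited table lists 1 value per gene and library, and its values follow log2(RPKM + 1), with an RPKM of 0 written as 1e-05. Gene symbols are those of the table, and where a symbol is followed by an identifier, it is the Ensembl gene identifier given there. The number of reads per library is unknown, since no read counts were used here. The RPKM steps that single reads leave in genes of low expression give the relative depth, with the deepest library set to 1. It was 0.825 to 1.00 with a median of 0.952 in ScASCs and 0.883 to 0.946 with a median of 0.913 in IPFSCs. From 14056 to 14346 genes lay above 0 in each library. The 10 most abundant genes of a library took 7.73% ± 0.864 of the summed RPKM in ScASCs and 6.53% ± 0.523 in IPFSCs (SD, n = 4). For the comparison, the 11294 genes with a mean RPKM above 1 in at least 1 of the groups were tested with limma's moderated test with a trend on log2(RPKM + 1), over all 8 libraries and with no term for the rabbit. Adjusted p-values are Benjamini-Hochberg values over these genes, and a single gene was called at an adjusted p under 0.05. The study's criteria for a count of genes were kept, which are a fold change over 2, an adjusted p under 0.05 and a mean RPKM above 1 in at least 1 of the groups. Fold changes are IPFSCs over ScASCs on the log2(RPKM + 1) scale, which understates the change of genes of low expression.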

We applied RNA-seq data analysis to explore the difference in gene expression levels between ScASCs and IPFSCs. Principal coordinate analysis on gene expression across all genes revealed that samples from ScASCs and IPFSCs were from two distinctive clusters on the first dimension (Figure 4A). 

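The 4 IPFSC libraries lay together at one end of the first principal coordinate and the 4 ScASC libraries at the other. TRPS1, a transcription factor of growth plate chondrocytes, and MEOX2, a homeobox gene of somite and limb muscle, were among the genes that parted the cell types, with log2 fold changes of 3.52 (adjusted p = 2.22e-05) and 3.95 (adjusted p = 5.00e-05) in limma. SESN3, which encodes a stress-induced sestrin, rose as well, by a log2 fold change of 1.96 (adjusted p = 5.00e-05). In the other direction, the cytokine gene IL1A fell to 0.716 ± 0.358 RPKM in IPFSCs from 12.7 ± 0.970 in ScASCs (SD, n = 4), a log2 fold change of −3.02 (adjusted p = 5.00e-05), and DMRT2, a transcription factor of the somites, had a log2 fold change of −3.43 (adjusted p = 1.38e-04). In multidimensional scaling of the 500 genes with the largest differences between each pair of libraries, the mean position on coordinate 1 was 0.848 ± 0.117 in IPFSCs and −0.848 ± 0.114 in ScASCs (SD, n = 4). The difference of 1.70 had a two-sided p of 0.0286 in an exact permutation test over all 70 assignments, the smallest p that 4 libraries against 4 allow; with the labels exchanged only within the 4 rabbits, p was 0.125, the smallest that these 16 assignments allow. The nearest libraries of the groups were 1.40 apart on this coordinate, which is larger than the spread within either group. Coordinate 1 held 43.9% and coordinate 2 held 24.3% of the variance.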

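In IPFSCs, 182 genes were higher and 141 were lower than in ScASCs by the study's criteria in limma. Among the higher genes were TNC (tenascin C, a matrix glycoprotein of tendon and joint), SPP1 (osteopontin), ALDH1A2, which makes retinoic acid from retinaldehyde, and the calgranulin gene S100A8. Among the lower ones were SERPINB2, an inhibitor of plasminogen activators, ABI3BP, a matrix protein gene, HPGD, which breaks down prostaglandin E, and ALDH1A1, another retinaldehyde dehydrogenase. The RPKM of TNC (ENSOCUG00000011500) was 112 ± 42.6 in IPFSCs and 2.92 ± 1.79 in ScASCs (SD, n = 4), a log2 fold change of 4.90 (standard error 0.39, adjusted p = 4.91e-04) in limma. For ALDH1A2 the values were 38.1 ± 22.4 and 0.380 ± 0.492 RPKM (SD, n = 4) and a log2 fold change of 4.68 (adjusted p = 0.00101). SPP1 and S100A8 had log2 fold changes of 3.99 (adjusted p = 0.00670) and 3.58 (adjusted p = 0.00669). SERPINB2 (ENSOCUG00000014452) fell from 28.0 ± 13.8 RPKM in ScASCs to 0.137 ± 0.0631 in IPFSCs (SD, n = 4), a log2 fold change of −4.54 (standard error 0.31, adjusted p = 2.22e-04) in limma. ALDH1A1 went from 21.4 ± 9.81 to 1.22 ± 0.591 RPKM (SD, n = 4), with a log2 fold change of −3.25 (adjusted p = 0.00183). ABI3BP and HPGD had log2 fold changes of −3.88 (adjusted p = 0.00133) and −3.18 (adjusted p = 0.0116). Without IPFSC replicate 3 the counts were 121 higher and 103 lower, and with limma's treat test against a fold change of 2 they were 9 and 14.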

By applying EdgeR (McCarthy et al., 2012) with stringent thresholds [FC > 2 and FDR < 0.05], we identified 359 and 277 protein-coding genes upregulated and downregulated from the ScASC samples to the IPFSC samples, respectively (Figure 4B). Intriguingly, differentially expressed genes were enriched in those encoding transcription factors (Figure 4C), including the Homeobox (HOX) gene family related to stem cell differentiation (Seifert et al., 2015; Figure 4D).

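Transcription factor genes were more frequent than expected among the genes of either direction. BARX1, a homeobox gene expressed where joints form, rose from 0.0452 ± 0.0605 RPKM in ScASCs to 19.5 ± 7.26 in IPFSCs (SD, n = 4), and LHX9 rose with it. OSR1, a zinc finger gene of limb connective tissue, fell from 34.4 ± 10.2 to 4.09 ± 1.71 RPKM (SD, n = 4), as did LHX8, the limb gene EN1 and MEIS1, a partner of HOX proteins. Of 24 limb and joint patterning transcription factor genes tested, 7 rose, 10 fell and 7 did not pass the test in limma (9 rose and 11 fell when adjusted over the list alone), and the list as a whole had an adjusted p of 0.410 in camera. Log2 fold changes in limma were 4.23 (standard error 0.23, adjusted p = 7.12e-05) for BARX1 (ENSOCUG00000006551) and 2.27 (adjusted p = 0.00493) for LHX9. They were −2.80 (standard error 0.26, adjusted p = 9.52e-04) for OSR1 (ENSOCUG00000006091), −3.42 (adjusted p = 0.00293) for LHX8, −2.21 (adjusted p = 0.00770) for EN1 and −1.54 (adjusted p = 2.30e-04) for MEIS1. Among the 169 higher genes with a symbol, 24 encode transcription factors, against 10.6 expected from 528 among 8379 tested genes (odds ratio 2.53, 95% confidence interval 1.56 to 3.96, two-sided Fisher's exact test, p = 1.56e-04). Among the 128 lower genes, 32 do, against 8.07 expected (odds ratio 5.21, 95% confidence interval 3.34 to 7.94, two-sided Fisher's exact test, p = 7.59e-12). Fisher's test takes genes as independent, which genes of a family such as HOX need not be. Without HOX genes, the odds ratio was 2.09 for the higher genes (two-sided Fisher's exact test, p = 0.00674). For the lower genes it was then 3.35 (two-sided Fisher's exact test, p = 1.63e-05). Transcription factors were taken by symbol families, which do not cover every such gene. Of the factors in Fig. 4D, 26 of the 34 listed as higher rose and 37 of the 44 listed as lower fell in limma (34 and 43 of them when adjusted over the list alone), and since the study chose them on these libraries, their direction is not independent evidence.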

**FIGURE 4:**
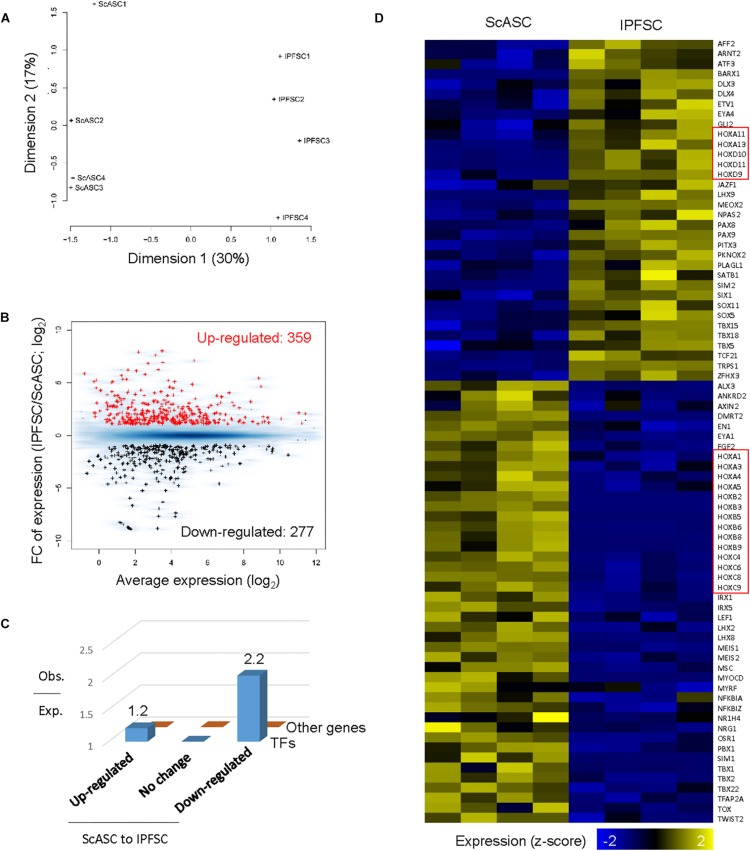
Differentially expressed gene analysis of ScASCs and donor-matched IPFSCs from four rabbits (*n* = 4). **(A)** Principal coordinates analysis on gene expression for RNA-Seq samples from ScASCs and IPFSCs. **(B)** MA plot showing the average and fold change (FC) of gene expression for differentially expressed genes between ScASCs and IPFSCs. Red: genes upregulated from ScASCs to IPFSCs; Black: genes downregulated from ScASC to IPFSCs; Blue background: all expressed genes. **(C)** Bar plot showing the ratio of observed number to the expected number of genes for transcription factor genes and for other genes grouped based on their expression changes between ScASCs and IPFSCs. **(D)** Heat map showing the expression changes between ScASCs and IPFSCs for differentially expressed transcription factors. Genes sorted first by their expression changes and then by names. Red rectangles: Homeobox (HOX) genes.

We next examined the expression changes on particular groups of genes known to function in chondrogenesis and/or adipogenesis. The data were presented as Log2FC of expression and FDR. Functional annotation clustering was categorized (Figure 5) including (A) HOX gene family; (B) T (the brachyury gene)-box (TBX) gene family; (C) TGFβ (TGFB) gene family; (D) SOX gene family; (E) Bone morphogenetic protein (BMP) gene family; (F) Wingless/integrase-1 (WNT) gene signals; (G) Collagen (COL) gene family; (H) Lysyl oxidase (LOX) gene family; (I) Genes coding for Basement membrane proteins; (J) Genes coding Matrix turnover enzymes; (K) Integrin (ITG) gene family; (L) Aquaporin (AQP) gene family; (M) Chondrogenic-related genes; and (N) Adipogenic-related genes.

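Over all the groups in Fig. 5, 63 genes rose, 32 fell and 56 of the 151 tested did not pass the test in limma (96 rose and 42 fell when adjusted over the list alone). The study chose these genes on the same libraries, so the counts are not independent evidence of their direction. Among the collagens, the network-forming COL8A1 and COL8A2 rose, and so did COL26A1. COL8A1 reached 168 ± 35.4 RPKM in IPFSCs from 55.4 ± 19.6 in ScASCs (SD, n = 4), a log2 fold change of 1.62 (adjusted p = 0.00770) in limma. COL8A2 and COL26A1 had log2 fold changes of 2.08 (adjusted p = 0.0158) and 1.92 (adjusted p = 0.00879). Of 8 collagen genes outside the fibrillar and FACIT groups, 3 rose and 1 fell (3 rose and 1 fell when adjusted over the list alone), with an adjusted p of 0.0787 in camera. Of 7 fibrillar collagens, 1 rose and 1 fell (1 rose and 4 fell when adjusted over the list alone), and the list, with a median log2 fold change of −0.51 and a mean of 0.25, had an adjusted p of 0.0787 in camera. Of 37 gene lists fixed before the data were examined, camera with a preset correlation of 0.01 between genes called 9 higher and 2 lower at an adjusted p under 0.05. Several of these lists, such as those of HOX, SOX and aquaporin genes, share genes with Fig. 5, whose values had been seen. Their p-values are therefore not independent of the study's choice of genes. With the correlation estimated from the libraries, camera called 0 (8 at an unadjusted p under 0.05, smallest adjusted p = 0.159), and fry, which tests whether a list's genes move one way on balance, called 12 higher and 4 lower.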

**FIGURE 5:**
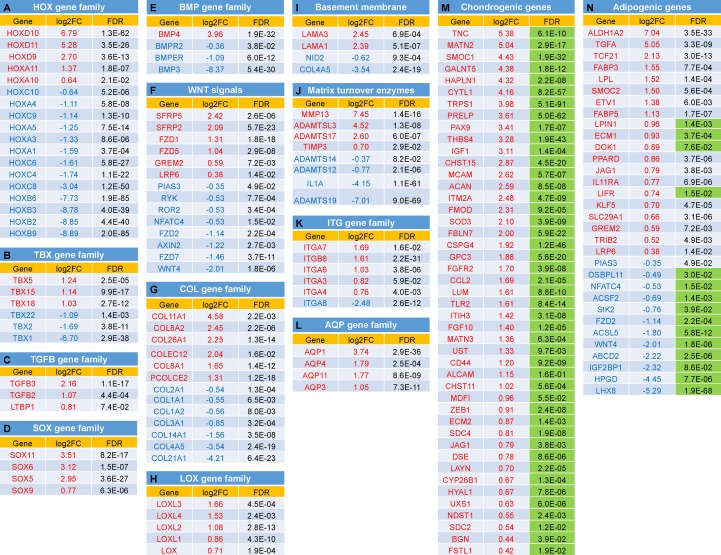
Expression changes between IPFSCs and ScASCs for selected groups of genes with function in chondrogenesis and/or adipogenesis: **(A)** Homeobox (HOX) gene family; **(B)** T (the brachyury gene)-box (TBX) gene family; **(C)** TGFβ (TGFB) gene family **(D)** SOX gene family; **(E)** Bone morphogenetic protein (BMP) gene family; **(F)** Wingless/integrase-1 (WNT) gene signals; **(G)** Collagen (COL) gene family; **(H)** Lysyl oxidase (LOX) gene family; **(I)** Genes coding for Basement membrane proteins; **(J)** Genes coding Matrix turnover enzymes; **(K)** Integrin (ITG) gene family; **(L)** Aquaporin (AQP) gene family; **(M)** Chondrogenic-related genes; and **(N)** Adipogenic-related genes. Green shaded FDR indicates favorable effect of the gene on chondrogenesis **(M)** or adipogenesis **(N)**. A positive value in log2FC means higher expression in IPFSCs (in red), and a negative value means higher expression in ScASCs (in blue). Orange shaded FDR: > 0.05.

### Proteome Difference Between ScASCs and Donor-Matched IPFSCs

Both cells and deposited proteins were interrogated with bottom-up mass spectrometry-based proteomics to monitor differences in protein abundance (Figure 6A). The pathway analysis highlighted that the matrix proteins deposited by ScASCs mapped to more cell cycle regulators than traditional ECM proteins (Figures 6B,C), such as the uptick in fibril associated collagens with interrupted triple helices (FACIT collagens) including COL12A1 (FC = 2.26, *p* = 0.010) and COL14A1 (FC = 4.73, *p* = 0.002), Thrombospondin 1 (THBS1) (FC = 4.60, *p* = 0.008), THBS2 (FC = 8.37, *p* = 0.009), Asporin (ASPN, FC = 9.70, *p* = 0.002), Podocan (PODN, FC = 1.70, *p* = 0.009), and Versican (VCAN, FC = 3.10, *p* = 0.001). These proteins did not seem to be laying down as much ECM in general as those deposited by IPFSCs as shown by both the pathway analysis and the relatively lower amount of structural ECM.

**FIGURE 6:**
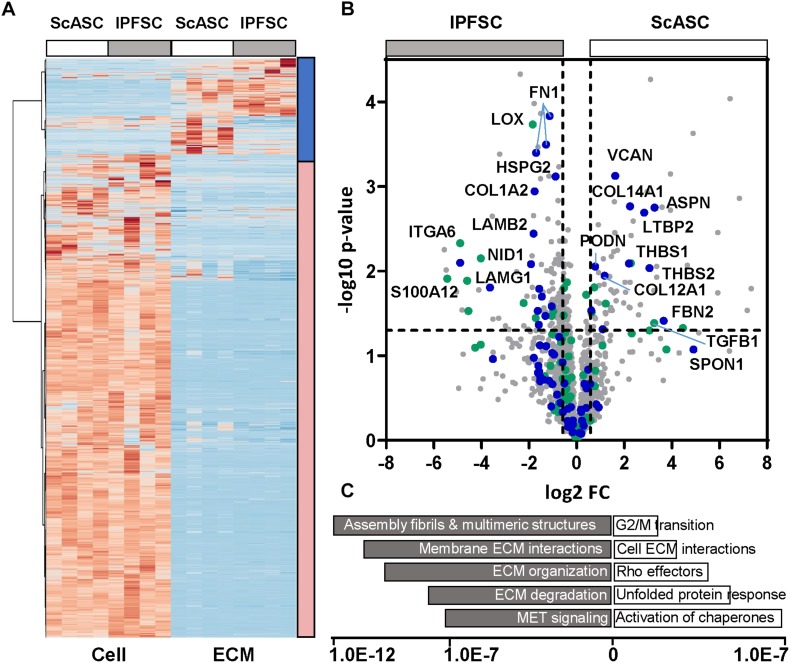
Proteomic results of cells and ECMs from ScASCs versus IPFSCs of four donor-matched rabbits. **(A)** Heatmap for global representation of protein differences (Z score used). The blue bar on the left indicates the region highly enriched in ECM components, the red bar indicates the region that contains primarily intracellular proteins. **(B)** Volcano plot with the *Y*-axis indicating -log10 *p*-value and the *X*-axis of the fold change (FC) in log2. Core ECM proteins are indicated in blue and Matrisome associated proteins are in green. **(C)** Gene enrichment analysis (top pathways, Reactome) is shown with the *X*-axis indicating the statistical significance based on false discovery rates using the Benjamani_hochberg method.

In contrast, the matrix proteins enriched from IPFSCs include numerous basement membrane components (Figures 6B,C), such as nidogen 1 (NID1) (FC = 0.27, *p* = 0.008), heparin sulfate proteoglycan 2 (HSPG2)/perlecan (FC = 0.54, *p* = 0.001), laminin subunits including LAMA5 (FC = 0.10, *p* = 0.030), LAMB1 (FC = 0.40, *p* = 0.033), LAMB2 (FC = 0.28, *p* = 0.004), and LAMG1 (FC = 0.34, *p* = 0.005). Of relevance, and consistent with the mRNA level, the integrin A6 subunit (ITGA6) that forms a laminin receptor was also significantly increased (FC = 0.03, *p* = 0.005). In addition, various isoforms of fibronectin (FN) were significantly higher. 

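ITGA6, the α6 integrin chain of laminin receptors, had an RPKM of 26.4 ± 12.6 in IPFSCs and 13.2 ± 8.14 in ScASCs (SD, n = 4). This is a log2 fold change of 0.96 (standard error 0.42, adjusted p = 0.294) in limma for ITGA6 (ENSOCUG00000000403). In limma, a call was gained for ITGA6 with the rabbit as a block (adjusted p = 0.0181, of 0.0181 to 0.548 over all alternatives).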

Interestingly, compared to those secreted by ScASCs, collagen modifying enzymes, such as LOX and tissue transglutaminase (TG2, FC = 0.49, *p* = 0.050), accompanying fibrillar collagens, such as COL5A1 (FC = 0.36, *p* = 0.020) and COL5A3 (FC = 0.48, *p* = 0.030), were significantly upregulated in the matrix proteins deposited by IPFSCs. 

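Transcripts of lysyl oxidase genes, whose enzymes start the cross-linking of collagen and elastin, were abundant in both cell types, and LOXL1 rose in IPFSCs. The RPKM of LOXL1 (ENSOCUG00000000978) was 437 ± 52.6 in IPFSCs and 240.0 ± 17.5 in ScASCs (SD, n = 4), a log2 fold change of 0.86 (standard error 0.11, adjusted p = 0.00357) in limma. LOX, the founding member of the family, had 1980.2 ± 589 and 1221 ± 423 RPKM (SD, n = 4) and a log2 fold change of 0.71 (adjusted p = 0.241). LOXL4 had 657 ± 352 and 225 ± 147 RPKM (SD, n = 4) and a log2 fold change of 1.53 (adjusted p = 0.179). The adjusted p from limma fell under 0.05 for LOX with the rabbit as a block (adjusted p = 0.0242, of 0.0242 to 0.478 over all alternatives) and LOXL4 without IPFSC replicate 4 or with the rabbit as a block (adjusted p = 0.0412 and 0.0322, of 0.0322 to 0.381 over all alternatives).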

Consistent with the measured mRNA levels, LOX was significantly increased (FC = 0.27, *p* = 0.000) in matrix proteins deposited by IPFSCs, with similar trends in LOX-like 1 (LOXL1) (FC = 0.30, *p* = 0.036) and LOXL4 (FC = 0.48, *p* = 0.030).

## Discussion

Adult stem cells have the ability to differentiate into varied lineages. Increasing evidence indicates that adult stem cells from different tissues do not have equivalent ability toward a specific lineage differentiation (Jones and Pei, 2012; Pizzute et al., 2015). However, there is a lack of comparable studies using donor-matched adult stem cells and their matrix microenvironment. In this study, we found that, despite both deriving from adipose tissue, ScASCs and IPFSCs isolated from different depots of four donor-matched rabbits exhibited significant divergence in both proliferation and differentiation potential. Transcriptome and proteomics data provide robust evidence to support our hypothesis that there are site-dependent variations in lineage potential and preference of stem cells from adipose tissue.

Our proliferation data showed that ScASCs grew faster than donor-matched IPFSCs, which might result from higher levels of COL12A1, COL14A1, THBS1, THBS2, and VCAN expression in the matrix proteins deposited by ScASCs. These matrix proteins trend higher in tumor microenvironments and tissues to support proliferative or structurally rigid phenotypes (Wight et al., 2014; Subramanian and Schilling, 2015; Belotti et al., 2016). 

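MCAM, which encodes CD146, an adhesion molecule of perivascular cells, was higher in IPFSCs, and so was CSPG4, which encodes NG2, another pericyte marker. MYOCD, the coactivator of smooth muscle genes, and CASQ2, a calcium-binding protein of muscle, fell. The RPKM of MCAM (ENSOCUG00000024055) was 18.8 ± 8.48 in IPFSCs and 3.02 ± 1.16 in ScASCs (SD, n = 4), a log2 fold change of 2.26 (standard error 0.30, adjusted p = 0.00472) in limma. For CSPG4 it was 26.2 ± 7.63 and 7.07 ± 2.65 (SD, n = 4), with a log2 fold change of 1.76 (adjusted p = 0.00742). The log2 fold changes of MYOCD and CASQ2 were −1.61 (adjusted p = 0.00908) and −1.40 (adjusted p = 0.00799). Of 13 pericyte and smooth muscle genes tested, 2 rose, 2 fell and 9 did not pass the test in limma (3 rose and 3 fell when adjusted over the list alone), and the list had an adjusted p of 0.976 in camera, with a median log2 fold change of −0.07 and a mean of 0.17.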

We also found that IPFSCs expressed significantly higher CD146 than donor-matched ScASCs, which was in line with the gene expression level in RNA-seq data (Log2FC from IPFSCs to ScASCs in CD146/*MCAM* was 2.62, *FDR* = 5.7E-07). Regardless of the role as a perivascular marker for adult stem cells (Crisan et al., 2008), a higher level of CD146 expression in adult stem cells might be associated with an advantage in chondrogenic differentiation (Hagmann et al., 2014; Su et al., 2015). Despite the failure to measure expression of surface markers CD90 and CD105 using flow cytometry on both ScASCs and IPFSCs (data not shown), our RNA-seq data indicated that the genes (*NT5E*, *THY1*, *ENG*, and *CD44*) encoding surface marker proteins (CD73, CD90, CD105, and CD44) were expressed in both cells with *NT5E* preferentially expressed in ScASCs and *CD44* advantageously expressed in IPFSCs. We also found no statistical difference in measured stemness-related genes (*NANOG*, *REX1*, *NESTIN*, and *SOX2*), indicating that these genes expressed in the donor-matched IPFSCs and ScASCs might not contribute to the discrepancy of a specific lineage differentiation found in this study.

Our differentiation data indicated that IPFSCs exhibited a significantly higher level of chondrogenic markers compared with donor-matched ScASCs. RNA-seq data showed that advantageous genes in IPFSCs can be categorized into several clusters based on functional annotation clustering. For example, the HOX gene, an evolutionarily highly conserved gene family, determines lineage specific differentiation of adult stem cells once tissue damage occurs (Seifert et al., 2015). In this study, HOXD genes, including *HOXD9-11* and *HOXA10/11*, were only dominantly expressed in IPFSCs over donor-matched ScASCs. 

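HOXD9, HOXD10, HOXD11, HOXA11 and HOXA13 rose in IPFSCs, while HOXC9, HOXC10 and HOXB9 fell. The RPKM of HOXD10 (ENSOCUG00000008964) was 4.59 ± 2.20 in IPFSCs and 0.0478 ± 0.0625 in ScASCs (SD, n = 4), a log2 fold change of 2.33 (standard error 0.26, adjusted p = 0.00247) in limma. HOXD9 had 12.8 ± 2.87 and 2.12 ± 1.33 RPKM (SD, n = 4) and a log2 fold change of 2.21 (adjusted p = 0.00333). HOXD11, HOXA11 and HOXA13 had log2 fold changes of 1.57 (adjusted p = 0.00508), 1.11 (adjusted p = 0.0167) and 1.12 (adjusted p = 0.0107). HOXA10, at 9.98 ± 2.70 RPKM in IPFSCs and 6.32 ± 1.21 in ScASCs (SD, n = 4), had a log2 fold change of 0.57 (adjusted p = 0.159). HOXC9 and HOXC10 had log2 fold changes of −1.06 (adjusted p = 0.00541) and −0.63 (adjusted p = 0.0435). HOXB9 is listed at 3.92, 1.39, 5.22 and 7.08 RPKM in the ScASC libraries and at 0, 0, 0.0122 and 0 in the IPFSC libraries (adjusted p = 0.00657 in limma). Of the 10 tested HOX genes of paralog groups 9 to 13, 5 rose, 3 fell and 2 did not pass the test in limma (6 rose and 3 fell when adjusted over the list alone), with an adjusted p of 0.0792 in camera. The adjusted p from limma rose above 0.05 for HOXA11 without ScASC replicate 2 or IPFSC replicate 3 (adjusted p = 0.0547 and 0.0623, of 0.0109 to 0.0623 over all alternatives) and HOXC10 without ScASC replicate 2, 3 or 4 or IPFSC replicate 1, 2 or 3, with no filter on low RPKM or with median-ratio scaling (adjusted p = 0.0579 to 0.115, of 0.00844 to 0.115 over all alternatives).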

HOXD genes, one of four grouped HOX clusters (HOXA, HOXB, HOXC, and HOXD) in vertebrates, are suggested to play a role in stem cell based chondrogenesis (Jung and Tsonis, 1998; González-Martín et al., 2014). *HOXA11* and *HOXD11* double mutant mice had shorter limb formation (Boulet and Capecchi, 2004). 

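Of 16 tested HOX genes of paralog groups 1 to 8, 13 fell in IPFSCs and 3 did not pass the test in limma (14 when adjusted over the list alone). HOXB6 fell from 12.9 ± 6.46 RPKM in ScASCs to 0.0471 ± 0.0716 in IPFSCs and HOXC8 from 43.5 ± 4.49 to 5.40 ± 1.51 (SD, n = 4). HOXC4, HOXA4 and HOXA5 fell less. Their log2 fold changes in limma were −3.61 (standard error 0.32, adjusted p = 7.70e-04) for HOXB6 (ENSOCUG00000011560), −2.82 (standard error 0.17, adjusted p = 1.14e-04) for HOXC8 (ENSOCUG00000004741), −1.63 (adjusted p = 0.00175) for HOXC4, −1.01 (adjusted p = 0.0123) for HOXA4 and −1.16 (adjusted p = 0.0398) for HOXA5. HOXB2, HOXB3, HOXB5 and HOXB8 are listed at 0 in all 4 IPFSC libraries. In the ScASC libraries, HOXB3 is listed at 3.82, 3.90, 4.84 and 3.62 RPKM and HOXB2 at 3.10, 4.46, 4.90 and 6.20 RPKM (adjusted p = 5.00e-05 and 2.30e-04 in limma). HOXB8 is listed at 1.73 to 6.22 RPKM and HOXB5 at 1.11 to 3.22 RPKM there (adjusted p = 0.00325 and 0.00716). The list as a whole had an adjusted p of 1.02e-17 from camera with the preset correlation and adjusted p = 0.159 with an estimated correlation. Among other fits with limma, a call ended for HOXA5 without ScASC replicate 2, 3 or 4 or IPFSC replicate 1, 2 or 3 or with no filter on low RPKM (adjusted p = 0.0583 to 0.107, of 0.00706 to 0.107 over all alternatives).

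**Figure D1:**
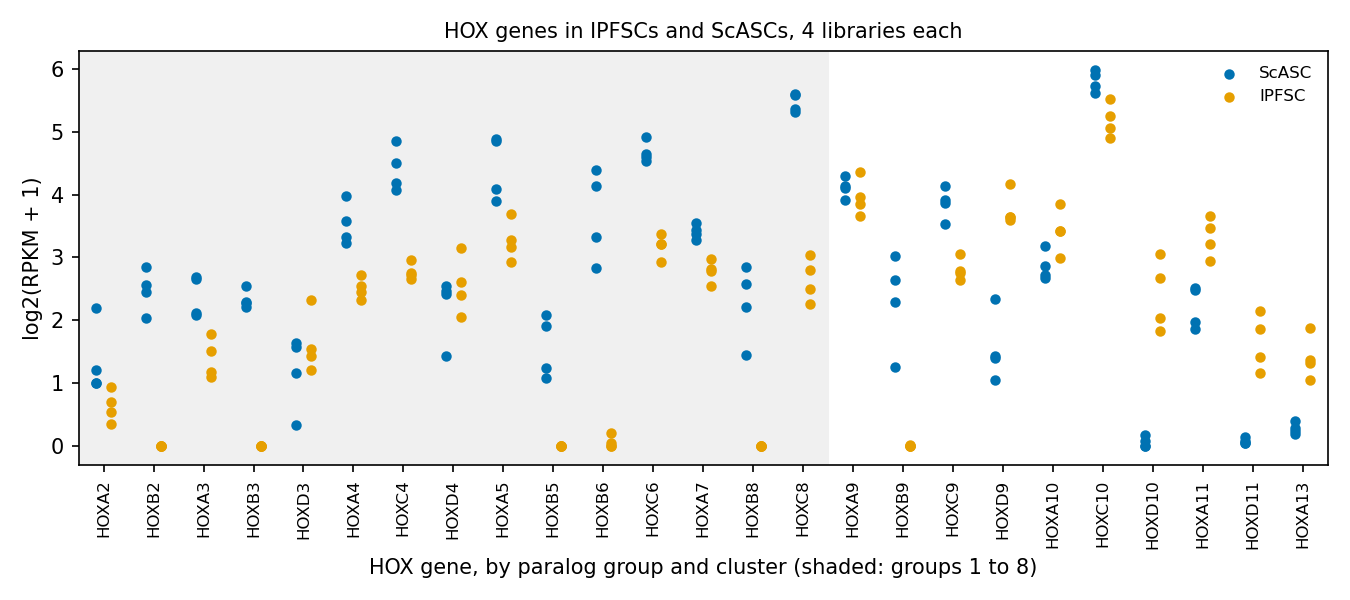
Expression of tested HOX genes, ordered by paralog group and cluster, as log2(RPKM + 1), with each point 1 library, IPFSCs in orange and ScASCs in blue. Most genes shown of groups 1 to 8 lie lower in IPFSCs, and HOXD9, HOXD10 and HOXD11 lie higher.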

Compared with IPFSCs, however, donor-matched ScASCs exhibited robust expression of other HOX genes, such as *HOXA4*, *HOXA5*, *HOXC4*, and *HOXC8*, which are closely associated with adipogenesis rather than osteogenesis (Levi et al., 2010). An exception is *HOXC8* which does not inhibit but retards chondrogenesis, resulting in a boost of proliferating precursor cells and a negative influence on chondrogenesis (Yueh et al., 1998; Cormier et al., 2003).

Another group of conservative transcription factors, TBX family genes, also plays crucial roles throughout development. Our RNA-seq data showed that *TBX5*, *TBX15*, and *TBX18* were highly expressed in IPFSCs compared to donor-matched ScASCs. 

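TBX15 and TBX18, T-box genes of limb mesenchyme, rose in IPFSCs, while TBX2, TBX1 and TBX22 fell. The RPKM of TBX15 (ENSOCUG00000012320) was 41.8 ± 3.26 in IPFSCs and 19.4 ± 4.18 in ScASCs (SD, n = 4), a log2 fold change of 1.09 (standard error 0.16, adjusted p = 0.00645) in limma. TBX18 had 27.0 ± 4.35 and 13.4 ± 2.17 RPKM (SD, n = 4) and a log2 fold change of 0.95 (adjusted p = 0.00878). TBX5 had 4.41 ± 1.04 and 1.98 ± 0.852 RPKM (SD, n = 4) and a log2 fold change of 0.89 (adjusted p = 0.0879). Log2 fold changes of TBX2, TBX1 and TBX22 were −1.12 (adjusted p = 0.00578), −1.77 (adjusted p = 0.0418) and −0.62 (adjusted p = 0.0344). Of 7 T-box genes tested, 2 rose, 3 fell and 2 did not pass the test in limma (3 rose and 3 fell when adjusted over the list alone), and the list had an adjusted p of 0.831 in camera, with a median log2 fold change of 0.12 and a mean of −0.06. Calls that other limma fits did not make were those of TBX1 without ScASC replicate 1, 3 or 4 or IPFSC replicate 1, 2, 3 or 4 or with no filter on low RPKM (adjusted p = 0.0578 to 0.108, of 0.00466 to 0.108 over all alternatives) and TBX22 without ScASC replicate 1, 2, 3 or 4 or IPFSC replicate 1, 2 or 3 or with the rabbit as a block (adjusted p = 0.0553 to 0.110, of 0.0255 to 0.110 over all alternatives). Refitting with limma gave a call for TBX5 with the rabbit as a block (adjusted p = 0.0293, of 0.0293 to 0.230 over all alternatives).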

TBX5 was reported to activate WNT and fibroblast growth factor (FGF) signaling in upper limb development (Takeuchi et al., 2003). Overexpression of *TBX15* in 3T3-L1 preadipocytes impeded adipocyte differentiation and reduced triglyceride content (Gesta et al., 2011). *TBX15* and *TBX18* co-expressed in the limb mesenchyme indicate their functions during limb development (Tanaka and Tickle, 2004; Singh et al., 2005). Recently, *TBX18* was reported to co-express with *SOX9* in chondrogenic progenitors and differentiating chondrocytes (Haraguchi et al., 2015). In contrast, *TBX1* was reported to be preferentially expressed in the inducible pool of brown adipocytes (beige cells) present in white fat of the inguinal depot (Wu et al., 2012). The above findings indicate that two fat depots, ScAT and IPFP, exhibit distinct HOX and TBX conservative gene expression profiles that likely influence their differentiation preference.

The TGFβ superfamily is composed of two subfamilies; the TGFβ subfamily mainly includes TGFβs (1, 2, and 3) and the BMP subfamily mainly includes BMPs (2, 4-10) (Wang et al., 2014). A considerable amount of *in vitro* data indicate that TGFβ signaling pathways promote mesenchymal condensation (Barry et al., 2001; Tuli et al., 2003) and the early stages of chondrocyte differentiation, but restrain terminal hypertrophy (Mueller and Tuan, 2008; Shintani et al., 2013). In this study, we found that all TGFβ isotypes (*TGFB1*, *TGFB2*, and *TGFB3*) and latent-TGFB-binding protein 1 (*LTBP1*) were preferentially expressed in IPFSCs rather than donor-matched ScASCs. However, the protein level showed an opposite trend for TGFB1 and LTBP2, indicating that, while ScASCs have more available bound ligand, IPFSCs may have more free ligand, which needs to be further confirmed. This finding is in line with the advantageous expression in IPFSCs of the combination of *SOX5*, *SOX6*, and *SOX9* (the SOX trio) that supplies signals sufficient to induce permanent cartilage (Ikeda et al., 2004) and of *SOX11* that contributes to the regulation of growth/differentiation factor 5 (GDF5) in joint maintenance (Kan et al., 2013). 

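TGFB3 and TGFB2, ligands of the TGFβ family that act in early chondrogenesis, rose in IPFSCs. The RPKM of TGFB3 (ENSOCUG00000011415) was 18.3 ± 6.36 in IPFSCs and 3.89 ± 0.698 in ScASCs (SD, n = 4), a log2 fold change of 1.92 (standard error 0.25, adjusted p = 0.00432) in limma. TGFB2 had 10.9 ± 2.53 and 5.17 ± 1.54 RPKM (SD, n = 4) and a log2 fold change of 0.96 (adjusted p = 0.0418). LTBP1, which holds latent TGFβ in the matrix, had 207 ± 47.8 and 125 ± 56.8 RPKM (SD, n = 4) and a log2 fold change of 0.80 (adjusted p = 0.262). No gene of the table carries the symbol TGFB1, so no value is given for it. Of 12 genes of TGFβ and activin signaling tested, 2 rose and 10 did not pass the test in limma (2 when adjusted over the list alone), with an adjusted p of 0.271 in camera. Under other settings of limma, the call ended for TGFB2 without ScASC replicate 2 or 4 or IPFSC replicate 1, 2 or 3 or with no filter on low RPKM (adjusted p = 0.0656 to 0.115, of 0.0365 to 0.115 over all alternatives).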

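SOX11 and SOX5 rose in IPFSCs, and SOX9, the regulator that chondrocyte differentiation depends on, had an RPKM of 18.1 ± 3.39 in IPFSCs and 10.8 ± 2.76 in ScASCs (SD, n = 4). The RPKM of SOX11 (ENSOCUG00000027610) was 2.41 ± 1.23 and 0.124 ± 0.116 (SD, n = 4), a log2 fold change of 1.54 (standard error 0.23, adjusted p = 0.00770) in limma. SOX5, a partner of SOX9 on cartilage genes, had 3.04 ± 1.93 and 0.397 ± 0.268 RPKM (SD, n = 4) and a log2 fold change of 1.43 (adjusted p = 0.0420). SOX9 had a log2 fold change of 0.71 (standard error 0.19, adjusted p = 0.0767). SOX6, another such partner, had a mean RPKM under 1 in both groups, 0.613 ± 0.169 in IPFSCs and 0.0688 ± 0.0577 in ScASCs (SD, n = 4), and lay below the filter (adjusted p = 0.00916 in limma with no filter). Of 4 SOX genes tested, 2 rose and 2 did not pass the test (3 when adjusted over the list alone), with an adjusted p of 0.00205 from camera with the preset correlation and adjusted p = 0.166 with an estimated correlation. Limma made no call for SOX5 without ScASC replicate 1, 2, 3 or 4 or IPFSC replicate 1, 3 or 4 or with no filter on low RPKM (adjusted p = 0.0578 to 0.120, of 0.0100 to 0.120 over all alternatives). Limma under other settings called SOX9 without ScASC replicate 1 or with the rabbit as a block (adjusted p = 0.0448 and 0.0138, of 0.0138 to 0.198 over all alternatives).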

Our data also showed that only *BMP4* exhibited a statistically higher level of expression in IPFSCs compared with donor-matched ScASCs. 

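BMP4 rose in IPFSCs together with GREM1, which encodes gremlin 1, a secreted antagonist of BMP2 and BMP4. The RPKM of BMP4 (ENSOCUG00000011097) was 6.72 ± 2.53 in IPFSCs and 0.440 ± 0.325 in ScASCs (SD, n = 4), a log2 fold change of 2.38 (standard error 0.28, adjusted p = 0.00278) in limma. GREM1 went to 8.20 ± 5.78 from 0.121 ± 0.106 RPKM (SD, n = 4), with a log2 fold change of 2.87 (adjusted p = 0.00278). Of 22 genes of BMP and GDF ligands, receptors and antagonists tested, 2 rose, 2 fell, among them the receptor gene BMPR2, and 18 did not pass the test in limma (3 rose and 2 fell when adjusted over the list alone), with an adjusted p of 0.187 in camera. BMPR2 had a log2 fold change of −0.34 (adjusted p = 0.0472). Refitting with limma ended the call of BMPR2 without ScASC replicate 2, 3 or 4 or IPFSC replicate 1, 2, 3 or 4 or with median-ratio scaling (adjusted p = 0.0606 to 0.119, of 0.0429 to 0.119 over all alternatives).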

BMP4 plays an important role in retaining chondrogenic phenotype, through both increasing matrix production and suppressing the production of collagen type X (Reddi, 2001; Steinert et al., 2003). Another important BMP isotype in chondrogenesis, *BMP2*, was expressed at a higher level in IPFSCs than in donor-matched ScASCs despite no significant difference (*FDR* = 5.9E-01). 

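BMP2 had a low RPKM in both cell types, 1.72 ± 1.38 in IPFSCs and 1.13 ± 0.844 in ScASCs (SD, n = 4). This is a log2 fold change of 0.31 (standard error 0.36, adjusted p = 0.803) in limma for BMP2 (ENSOCUG00000011674).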

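BMP3 is listed at 0 in all 4 IPFSC libraries and at 1.49, 1.26, 2.71 and 1.55 RPKM in the ScASC libraries. BMP3 (ENSOCUG00000000658) had an adjusted p of 0.00325 in limma.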

Interestingly, *BMP3*, which was reported to inhibit bone formation by hindering BMP2 activity (Bahamonde and Lyons, 2001), was significantly expressed in ScASCs compared with donor-matched IPFSCs. These findings indicate that IPFSCs have an expression profile consistent with endochondral bone formation over donor-matched ScASCs. The above data support that TGFβ signaling cooperated with BMP signaling in stimulating articular cartilage regeneration (Wang et al., 2014).

Increasing evidence indicates that the canonical Wnt signaling pathway inhibits adipogenesis while the noncanonical Wnt pathway promotes adipogenesis by antagonizing the Wnt/β-catenin pathway (Christodoulides et al., 2009). In accordance with the above findings, we found that preferential expression favoring Wnt/β-catenin signaling genes such as SPARC-related modular calcium binding protein 2 (*SMOC2*) (Nie and Sage, 2009), low-density lipoprotein receptor-related protein 6 (*LRP6*) (Peröbner et al., 2012), and Gremlin 2 (*GREM2*) (Wu et al., 2015) in IFPSCs might be responsible for the inhibition of adipogenesis and the enhancement of chondrogenesis. In contrast, expression inhibiting Wnt/β-catenin signaling genes such as *WNT4* (Liu et al., 2016) and nuclear factor of activated T-cells 4 (*NFATC4*) (Yang et al., 2006) in ScASCs might be responsible for promoting adipogenesis and blocking chondrogenesis (Church et al., 2002).

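FZD1, a WNT receptor, rose in IPFSCs, as did the coreceptor LRP6 and the secreted WNT antagonists SFRP2 and SFRP5. The RPKM of FZD1 (ENSOCUG00000003249) was 44.6 ± 7.76 in IPFSCs and 17.7 ± 0.417 in ScASCs (SD, n = 4), a log2 fold change of 1.27 (standard error 0.12, adjusted p = 0.00114) in limma. SFRP2 and SFRP5 had log2 fold changes of 2.09 (adjusted p = 0.00172) and 0.96 (adjusted p = 0.0260). LRP6 had 19.5 ± 1.33 and 14.9 ± 0.789 RPKM (SD, n = 4) and a log2 fold change of 0.36 (adjusted p = 0.0400). SMOC2 had a log2 fold change of 0.95 (adjusted p = 0.129). Of 22 WNT ligands, receptors and antagonists tested, 4 rose, 5 fell and 13 did not pass the test in limma (7 rose and 8 fell when adjusted over the list alone), with an adjusted p of 0.860 in camera. Some limma fits gave an adjusted p above 0.05, namely for SFRP5 without ScASC replicate 2, 3 or 4 or IPFSC replicate 1, 3 or 4 (adjusted p = 0.0509 to 0.0685, of 0.0168 to 0.0685 over all alternatives) and LRP6 without ScASC replicate 1, 2, 3 or 4 or IPFSC replicate 1, 2 or 3 (adjusted p = 0.0643 to 0.109, of 0.0285 to 0.109 over all alternatives). Calls gained in other limma fits were those of SMOC2 with the rabbit as a block (adjusted p = 0.0302, of 0.0302 to 0.293 over all alternatives).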

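WNT4 and WNT2, which encode WNT ligands, and the receptor gene FZD7 fell in IPFSCs, and so did LEF1 and TNFRSF19, targets of β-catenin. The RPKM of WNT4 (ENSOCUG00000022473) was 1.29 ± 0.448 in IPFSCs and 5.62 ± 2.79 in ScASCs (SD, n = 4), a log2 fold change of −1.45 (standard error 0.29, adjusted p = 0.0240) in limma. WNT2 and FZD7 had log2 fold changes of −1.08 (adjusted p = 0.0255) and −1.37 (adjusted p = 0.0270). NFATC4 had 9.85 ± 3.20 and 14.4 ± 4.12 RPKM (SD, n = 4) and a log2 fold change of −0.50 (adjusted p = 0.426). Of 7 WNT/β-catenin target genes tested, 2 fell and 5 did not pass the test (6 when adjusted over the list alone). LEF1 and TNFRSF19 had log2 fold changes of −1.88 (adjusted p = 0.0392) and −1.88 (adjusted p = 0.0172). The target genes together had an adjusted p of 2.78e-04 from camera with the preset correlation and adjusted p = 0.166 with an estimated correlation. In limma, the call was lost for WNT4 without ScASC replicate 2 or IPFSC replicate 1, 2 or 4 (adjusted p = 0.0518 to 0.0746, of 0.0144 to 0.0746 over all alternatives), WNT2 without ScASC replicate 1 or 2 or IPFSC replicate 1, 2, 3 or 4 (adjusted p = 0.0540 to 0.0737, of 0.0149 to 0.0737 over all alternatives), FZD7 without ScASC replicate 1, 2 or 4 or IPFSC replicate 1, 2 or 3 (adjusted p = 0.0610 to 0.0890, of 0.00190 to 0.0890 over all alternatives), LEF1 without ScASC replicate 1, 2 or 4 or IPFSC replicate 1, 2, 3 or 4 or with no filter on low RPKM (adjusted p = 0.0524 to 0.109, of 0.0153 to 0.109 over all alternatives) and TNFRSF19 without IPFSC replicate 3 (adjusted p = 0.0578, of 0.00605 to 0.0578 over all alternatives).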

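COL21A1, a collagen of the FACIT group, whose members attach to the surface of fibrils, fell from 5.53 ± 3.27 RPKM in ScASCs to 0.263 ± 0.108 in IPFSCs (SD, n = 4). This is a log2 fold change of −2.25 (standard error 0.29, adjusted p = 0.00432) in limma for COL21A1 (ENSOCUG00000012337). COL14A1, another FACIT collagen, had 193 ± 77.4 RPKM in ScASCs and 68.4 ± 35.2 in IPFSCs (SD, n = 4), a log2 fold change of −1.54 (adjusted p = 0.118). Of 4 FACIT collagens tested, 1 fell and 3 did not pass the test in limma (2 when adjusted over the list alone), with an adjusted p of 0.156 in camera. Some other limma fits gave a call, namely for COL14A1 with the rabbit as a block (adjusted p = 0.00916, of 0.00916 to 0.258 over all alternatives).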

Interestingly, we found FACIT collagen, such as *COL14A1* and *COL21A1*, was expressed at a higher level in ScASCs rather than IPFSCs. We also found that, despite collagen modifying enzymes detectable in both cells, IPFSCs exhibited significantly higher expression of LOX isoforms and tissue transglutaminase (Log2FC from IPFSCs to ScASCs for *TGM2* was 3.68, *FDR* = 4.9E-06) at both mRNA and protein levels than ScASCs, along with fibrillar collagens COL5A1 and COL5A3, which participate in the formation of a fibrillar collagen network and the regulation of fibrillogenesis (Imamura et al., 2000; Malfait et al., 2005; Lincoln et al., 2006). These findings indicate that IPFSCs are more suitable adipose stem cells for chondrogenesis compared to donor-matched ScASCs. 

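LOXL2 and LOXL3, lysyl oxidases like LOXL1, rose in IPFSCs, and so did TGM2, which encodes tissue transglutaminase. P4HA2, a subunit of the enzyme that hydroxylates proline in collagen, fell. The RPKM of LOXL2 (ENSOCUG00000014596) was 641 ± 47.7 in IPFSCs and 304 ± 32.9 in ScASCs (SD, n = 4), a log2 fold change of 1.08 (standard error 0.10, adjusted p = 0.00114) in limma. LOXL3 and P4HA2 had log2 fold changes of 1.63 (adjusted p = 0.0127) and −0.95 (adjusted p = 0.0124). TGM2 had 42.1 ± 25.6 and 3.38 ± 3.28 RPKM (SD, n = 4) and a log2 fold change of 3.21 (adjusted p = 0.0309). COL5A3 had 104 ± 36.8 RPKM in IPFSCs and 98.2 ± 37.2 in ScASCs (SD, n = 4), a log2 fold change of 0.10 (adjusted p = 0.958), and no gene of the table carries the symbol COL5A1. Of 11 genes for collagen cross-linking and hydroxylation tested, 4 rose, 1 fell and 6 did not pass the test (7 rose and 1 fell when adjusted over the list alone), with an adjusted p of 1.82e-04 from camera with the preset correlation and adjusted p = 0.209 with an estimated correlation. The adjusted p from limma rose above 0.05 for TGM2 without ScASC replicate 2, 3 or 4 or IPFSC replicate 1, 2 or 3 (adjusted p = 0.0785 to 0.0967, of 0.00482 to 0.0967 over all alternatives).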

During chondrogenesis, the contents of collagen type II and of non-reducible collagen cross-links were positively linked with tensile biomechanical properties and the functional integrity of cartilage tissues (Williamson et al., 2003). LOX family enzyme activities catalyze the eventual enzymatic conversion that is needed for the generation of biosynthetic collagen cross-links. For example, knockdown studies demonstrated that LOXL2 expression is required for mouse ATDC5 chondroprogenitors’ differentiation toward chondrocytes through regulation of *SNAIL* and *SOX9*, two important transcription factors for chondrogenesis (Iftikhar et al., 2011). Interestingly, hypoxia increased LOX gene expression, which promoted pyridinoline cross-links in engineered cartilage (Makris et al., 2013).

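LAMA3, the α3 chain of laminins that anchor epithelia, rose in IPFSCs, to 5.34 ± 1.80 RPKM from 1.12 ± 0.761 in ScASCs (SD, n = 4). This is a log2 fold change of 1.60 (standard error 0.28, adjusted p = 0.0137) in limma for LAMA3 (ENSOCUG00000009869). HSPG2, which encodes perlecan, was abundant in both cell types, at 236 ± 18.8 and 195 ± 8.41 RPKM (SD, n = 4), with a log2 fold change of 0.27 (adjusted p = 0.118). LAMA1 had a mean RPKM under 1 in both groups, 0.248 ± 0.0835 in IPFSCs and 0.0465 ± 0.0267 in ScASCs (SD, n = 4), and lay below the filter (adjusted p = 0.0371 in limma with no filter). Of 12 basement membrane genes tested, 1 rose, 1 fell and 10 did not pass the test in limma (2 rose and 1 fell when adjusted over the list alone), with an adjusted p of 0.356 in camera.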

Regarding the matrix components, we found that IPFSCs deposited more basement membrane proteins compared to ScASCs, including *LAMA1*, *LAMA3*, and *HSPG2* at an mRNA level and LAMA5, LAMB1, LAMB2, LAMG1, NID1, and HSPG2 at a protein level. In contrast, *NID2* and *COL4A5* were significantly more highly expressed in ScASCs compared to donor-matched IPFSCs. 

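COL4A5, the α5 chain of type IV collagen, fell from 2.66 ± 0.922 RPKM in ScASCs to 0.238 ± 0.129 in IPFSCs (SD, n = 4), a log2 fold change of −1.54 (standard error 0.20, adjusted p = 0.00401) in limma for COL4A5 (ENSOCUG00000010874). NID2, which encodes nidogen 2, a linker of laminin and collagen IV, had 108 ± 44.4 and 68.2 ± 22.3 RPKM (SD, n = 4) and a log2 fold change of −0.61 (adjusted p = 0.416). Other fits with limma called NID2 with the rabbit as a block (adjusted p = 0.0352, of 0.0352 to 0.680 over all alternatives).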

Given the function of *HSPG2* encoding perlecan as the “factotum” in cartilage (Melrose et al., 2008) and the role of laminins in cartilage regeneration (Sun et al., 2017), *NID2* and *COL4A5* expression might be associated with adipogenic differentiation, which remains to be elucidated.

Interestingly, matrix turnover enzymes were uniquely preferentially expressed in IPFSCs or ScASCs. For example, matrix metallopeptidase 13 (MMP13), known as collagenase 3, was found exclusively in IPFSCs. 

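ADAMTSL3, which encodes a secreted protein of the ADAMTS family without protease activity, rose in IPFSCs to 4.17 ± 1.79 RPKM from 0.187 ± 0.116 in ScASCs (SD, n = 4). ADAMTS12, a metalloprotease, fell to 11.1 ± 1.66 from 18.9 ± 2.26 RPKM (SD, n = 4). The log2 fold changes in limma were 2.07 (standard error 0.23, adjusted p = 0.00234) for ADAMTSL3 (ENSOCUG00000002672) and −0.72 (standard error 0.13, adjusted p = 0.0134) for ADAMTS12 (ENSOCUG00000006357). ADAMTS19 and ADAMTSL1 had log2 fold changes of −2.09 (adjusted p = 0.0573) and −1.10 (adjusted p = 0.0772). Of 24 matrix proteases, related proteins and inhibitors tested, 1 rose, 1 fell and 22 did not pass the test (1 rose and 4 fell when adjusted over the list alone), and the list had an adjusted p of 0.831 in camera toward lower values, with a median log2 fold change of 0.02 and a mean of −0.05. In limma, a call was gained for ADAMTS19 without ScASC replicate 4, with the rabbit as a block, with a pseudocount of 0.1 or with a pseudocount of 0.5 (adjusted p = 0.00723 to 0.0400, of 0.00723 to 0.144 over all alternatives) and ADAMTSL1 with the rabbit as a block (adjusted p = 0.00456, of 0.00456 to 0.204 over all alternatives).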

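MMP13 (ENSOCUG00000002481), a collagenase of cartilage and bone remodeling, is listed at 0 in all 4 ScASC libraries and at 0.0348, 0.399, 1.18 and 1.17 RPKM in the IPFSC libraries. Its mean in IPFSCs lay under the RPKM of 1 needed for the test, and with no filter it had an adjusted p of 0.179 in limma.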

The enzyme’s initial role is in tissue remodeling, especially during embryonic development, but it is also highly active in some pathological processes such as osteoarthritis and cancer (Inada et al., 2004; Tardif et al., 2004). In osteoarthritis, *MMP13* was highly expressed in chondrocytes and synovial cells responsible for the degradation of cartilage matrix (Inada et al., 2004; Davidson et al., 2006; van den Berg, 2011). However, little is known about *MMP13* expression in IPFP, either in healthy donors or in the pathological process. In this study, qPCR data showed that *MMP13* was expressed more than 1000-fold higher in IPFSCs than donor-matched ScASCs during cell condensation (day 0 pellet), in accordance with RNA-seq data of cell samples (Log2FC from IPFSCs to ScASCs in *MMP13* was 7.45, *FDR = 1.4E-16*). Interestingly, after an 18-day chondrogenic induction, IPFSCs exhibited a comparable expression of *MMP13* to donor-matched ScASCs. From the proteomics analysis, A disintegrin and metalloproteinase with thrombospondin motifs 5 (ADAMTS5) and ADAMTS1 were identified as significantly higher levels in IPFSCs versus a much higher level of ADAMTSL1 (ADAMTS like 1) in ScASCs. The protease profile is likely important for key processing events associated with the physiological role of IPFP in support of the remodeling of articular cartilage, which requires further investigation.

Integrin, a transmembrane receptor, facilitates cell-ECM adhesion. 

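ITGB8, the β8 integrin chain, whose dimer with αv activates latent TGFβ, rose in IPFSCs, while ITGA8 and ITGB3, the α8 and β3 chains, fell. The RPKM of ITGB8 (ENSOCUG00000002197) was 9.75 ± 1.15 in IPFSCs and 3.21 ± 0.429 in ScASCs (SD, n = 4), a log2 fold change of 1.35 (standard error 0.12, adjusted p = 7.10e-04) in limma. ITGA8 went from 4.32 ± 1.64 RPKM in ScASCs to 0.919 ± 0.751 in IPFSCs (SD, n = 4), a log2 fold change of −1.49 (adjusted p = 0.0289). ITGB3 had a log2 fold change of −1.22 (adjusted p = 0.0331). ITGA3, ITGA4 and ITGA7 had log2 fold changes of 0.80 (adjusted p = 0.235), 0.75 (adjusted p = 0.172) and 1.07 (adjusted p = 0.235). Of 18 integrin chains tested, 1 rose, 2 fell and 15 did not pass the test (1 rose and 2 fell when adjusted over the list alone), with an adjusted p of 0.339 in camera. Among other fits with limma, a call ended for ITGA8 without ScASC replicate 1 or 2 or IPFSC replicate 1, 3 or 4 (adjusted p = 0.0640 to 0.0895, of 0.00361 to 0.0895 over all alternatives) and ITGB3 without ScASC replicate 2 or IPFSC replicate 1, 2, 3 or 4 (adjusted p = 0.0606 to 0.100, of 0.00765 to 0.100 over all alternatives). The adjusted p from limma fell under 0.05 for ITGA3 without ScASC replicate 1 (adjusted p = 0.0108, of 0.0108 to 0.445 over all alternatives) and ITGA4 without ScASC replicate 1 or with the rabbit as a block (adjusted p = 0.0455 and 0.0470, of 0.0455 to 0.371 over all alternatives).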

Interestingly, more integrins were advantageously expressed in IPFSCs including *ITGA3*, *ITGA4*, *ITGA6*, *ITGA7*, and *ITGB8* compared to *ITGA8*, which was superiorly expressed in donor-matched ScASCs. Another transmembrane protein, aquaporin, called the “the plumbing system for cells”, was found to serve as a water channel to rapidly move water through cells. Chondrocytes from articular cartilage are unique due to their sensitivity to water transfer and ionic and osmotic adjustments from the extracellular environment and are responsible for the creation of synovial fluid. A recent report showed that the expression of AQP1 and AQP3 were upregulated during chondrogenic induction of human adipose stem cells, indicative of physiological modification of functionally mature chondrocytes to the local environment (Graziano et al., 2018). This finding was consistent with our data, in which all statistically significant AQP gene expression was advantageously found in IPFSCs rather than donor-matched ScASCs, not only *AQP1* and *AQP3* but also *AQP4* and *AQP11*.

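AQP1, AQP11 and AQP3 rose in IPFSCs. The RPKM of AQP1 (ENSOCUG00000022666), a water channel of chondrocytes and synovial cells, was 1.71 ± 0.523 in IPFSCs and 0.124 ± 0.0789 in ScASCs (SD, n = 4), a log2 fold change of 1.25 (standard error 0.17, adjusted p = 0.00471) in limma. AQP3, which also passes glycerol, had 27.6 ± 8.25 and 13.1 ± 1.55 RPKM (SD, n = 4) and a log2 fold change of 0.98 (adjusted p = 0.0278). AQP11 and AQP4 had log2 fold changes of 1.11 (adjusted p = 0.00293) and 1.16 (adjusted p = 0.0801). Of 5 aquaporins tested, 3 rose and 2 did not pass the test (4 when adjusted over the list alone), with an adjusted p of 2.78e-04 from camera with the preset correlation and adjusted p = 0.166 with an estimated correlation. Calls that other limma fits did not make were those of AQP3 without ScASC replicate 1, 2 or 4 or IPFSC replicate 3 or 4 (adjusted p = 0.0509 to 0.0857, of 0.00720 to 0.0857 over all alternatives). Refitting with limma gave a call for AQP4 with the rabbit as a block (adjusted p = 0.0387, of 0.0387 to 0.203 over all alternatives).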

Furthermore, we found that important clusters associated with cartilage matrix were preferentially expressed in IPFSCs over donor-matched ScASCs. For instance, one of the clusters is glycosaminoglycan (GAG) metabolic and biosynthetic process, including N-Deacetylase And N-Sulfotransferase 1 (*NDST1*), Polypeptide N-Acetylgalactosaminyltransferase 5 (*GALNT5*), Biglycan (*BGN*), Carbohydrate Sulfotransferase 11 (*CHST11*), Dermatan-sulfate epimerase (*DSE*), Hyaluronidase-1 (*HYAL1*), and Inter-alpha-trypsin inhibitor heavy chain H3 (*ITIH3*), along with GAG binding function cluster, genes of *CD44*, *ACAN*, *BGN*, *BMP4*, Chemokine (C-C motif) ligand 2 (*CCL2*), Extracellular matrix protein 2 (*ECM2*), *FGF10*, *FGFR2*, Fibulin 7 (*FBLN7*), Follistatin-like 1 (*FSTL1*), Hyaluronan and proteoglycan link protein 1 (*HAPLN1*), Layilin (*LAYN*), *LPL*, procollagen C-endopeptidase enhancer 2 (*PCOLCE2*), Proline/arginine-rich end leucine-rich repeat protein (*PRELP*), Superoxide dismutase 3 (*SOD3*), *THBS4*, and Toll-like receoptor 2 (*TLR2*). 

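Among the genes of proteins that bind glycosaminoglycans, SOD3, the extracellular superoxide dismutase, FBLN7, PCOLCE2, THBS4 and TLR2 rose in IPFSCs. DSE, which converts chondroitin to dermatan sulfate, rose among the enzymes. The RPKM of SOD3 (ENSOCUG00000007460) was 59.9 ± 23.8 in IPFSCs and 13.6 ± 4.73 in ScASCs (SD, n = 4), a log2 fold change of 2.04 (standard error 0.31, adjusted p = 0.00770) in limma. FBLN7 and THBS4 had log2 fold changes of 1.89 (adjusted p = 0.0107) and 1.58 (adjusted p = 6.59e-04), and PCOLCE2 and TLR2 had log2 fold changes of 1.25 (adjusted p = 0.00989) and 0.99 (adjusted p = 0.00687). DSE and CHST11 had log2 fold changes of 0.76 (adjusted p = 0.0313) and 0.90 (adjusted p = 0.142). Of 6 tested genes of the metabolic and biosynthetic cluster, 2 rose, and of 17 of the binding cluster, 11 rose (6 and 16 rose when adjusted over the list alone), and these clusters were chosen by the study on the same libraries, so they are not independent evidence of direction. Of 34 genes of glycosaminoglycan synthesis and sulfation, fixed before the data were examined but with the paper's values known, 2 rose, 2 fell and 30 did not pass the test (2 rose and 2 fell when adjusted over the list alone). The list had an adjusted p of 0.00481 from camera with the preset correlation and adjusted p = 0.257 with an estimated correlation. Under other settings of limma, the call ended for DSE without ScASC replicate 2, 3 or 4 or IPFSC replicate 1, 2 or 3 (adjusted p = 0.0528 to 0.0974, of 0.0151 to 0.0974 over all alternatives). Limma under other settings called CHST11 with the rabbit as a block (adjusted p = 0.00340, of 0.00340 to 0.320 over all alternatives).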

The CD44 receptor transduces signals on chondrocytes, which is an important mediator of cell-matrix interactions, especially the homeostasis maintained by hyaluronan-CD44 interactions (Knudson and Loeser, 2002). Another crucial cluster is chondroitin sulfate proteoglycan and its metabolic process of which the advantageously expressed genes in IPFSCs include *ACAN*, *BGN*, Fibromodulin (*FMOD*), *HSPG2*, Syndecan 2 (*SDC2*), *SDC4*, *IGFI*, Cytokine-like 1 (*CYTL1*), *CHST11*, *CHST15*, Chondroitin sulfate N-acetylgalactosaminyltransferase 2 (*CSGALNACT2*), *DSE*, and Uronyl 2-sulfotransferase (*UST*). 

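CYTL1, a cytokine-like protein of cartilage, IGF1, CHST15, a sulfotransferase of chondroitin sulfate, and the syndecan gene SDC4 rose in IPFSCs, as did ACAN (aggrecan) and FMOD (fibromodulin). The RPKM of CYTL1 (ENSOCUG00000013482) was 11.6 ± 4.40 in IPFSCs and 0.641 ± 0.157 in ScASCs (SD, n = 4), a log2 fold change of 2.89 (standard error 0.22, adjusted p = 3.22e-04) in limma. IGF1 had 3.76 ± 1.29 and 0.496 ± 0.369 RPKM (SD, n = 4) and a log2 fold change of 1.66 (adjusted p = 0.00671). ACAN had 17.6 ± 11.9 and 2.51 ± 0.927 RPKM (SD, n = 4) and a log2 fold change of 2.19 (adjusted p = 0.0291). CHST15, SDC4 and FMOD had log2 fold changes of 1.63 (adjusted p = 0.00592), 0.80 (adjusted p = 0.0101) and 1.61 (adjusted p = 0.0296). Of the 13 genes named in this cluster, all of them tested, 7 rose and 6 did not pass the test (12 when adjusted over the list alone), and the study chose them on these libraries, so the count is not independent evidence of direction. Limma made no call for ACAN without ScASC replicate 2, 3 or 4 or IPFSC replicate 1, 2 or 3 (adjusted p = 0.0505 to 0.0895, of 0.00676 to 0.0895 over all alternatives) and FMOD without ScASC replicate 1, 2, 3 or 4 or IPFSC replicate 3 or 4 (adjusted p = 0.0551 to 0.0811, of 0.0178 to 0.0811 over all alternatives).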

*IGFI* encodes insulin-like growth factor-I, which is the predominant anabolic growth factor and decreases matrix catabolism for articular cartilage (Jenniskens et al., 2006). Apparently, IPFSCs naturally express abundant genes involved in the chondrogenesis pathway by modulating cartilage development and cartilage ECM while ScASCs show no significant correlation with chondrogenesis.

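PRELP, a leucine-rich repeat protein of cartilage, SMOC1, a matricellular calcium-binding protein, and PAX9, a transcription factor of cartilage-forming mesenchyme, rose in IPFSCs, as did COL11A1, a collagen of cartilage fibrils. COL2A1, the main collagen of cartilage, had 11.2 ± 1.88 RPKM in IPFSCs and 16.3 ± 1.65 in ScASCs (SD, n = 4), which is 0.421% to 0.484% of the RPKM of COL1A1 in each of the 8 libraries. The RPKM of PRELP (ENSOCUG00000009707) was 143 ± 77.1 and 10.5 ± 3.33 (SD, n = 4), a log2 fold change of 3.49 (standard error 0.45, adjusted p = 0.00432) in limma. SMOC1, PAX9 and COL11A1 had log2 fold changes of 3.39 (adjusted p = 1.38e-04), 1.70 (adjusted p = 0.00138) and 4.26 (adjusted p = 0.0276), and COL2A1 had a log2 fold change of −0.51 (adjusted p = 0.0749). Of 13 cartilage matrix genes, fixed before the data were examined but with the paper's values known, 5 rose and 8 did not pass the test (7 rose and 1 fell when adjusted over the list alone). The list had an adjusted p of 0.00157 from camera with the preset correlation and adjusted p = 0.166 with an estimated correlation. Of 11 chondrogenic transcription factors, 4 rose and 7 did not pass the test (6 rose and 1 fell when adjusted over the list alone), with an adjusted p of 2.78e-04 from camera with the preset correlation and adjusted p = 0.159 with an estimated correlation. Of 5 chondrocyte markers, 1 rose (1 rose and 1 fell when adjusted over the list alone), with an adjusted p of 0.945 in camera, a median log2 fold change of −0.18 and a mean of 0.37. Of the 43 tested genes of Fig. 5M, which the study chose on these libraries, 25 rose and 18 did not pass the test in limma (39 when adjusted over the list alone), and this is not independent evidence of direction. Refitting with limma ended the call of COL11A1 without ScASC replicate 2, 3 or 4 or IPFSC replicate 1, 2 or 3 (adjusted p = 0.0674 to 0.0913, of 0.00618 to 0.0913 over all alternatives). Calls gained in other limma fits were those of COL2A1 with the rabbit as a block (adjusted p = 0.0154, of 0.0154 to 0.175 over all alternatives).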

Both ScASCs and donor-matched IPFSCs expressed plenty of genes related to lipid and fatty acid in their biosynthetic, catabolic, binding, and homeostasis processes. Among these differentially expressed genes, none of them showed a distinct tendency toward the brown adipose tissue due to either nondetectable expression of Uncoupling protein-1 (*UCP1*), Peroxisome proliferator-activated receptor-γ coactivator 1-α (*PGC1A*), and Forkhead box protein C2 (*FOXC2*), or comparable expression of Cell death inducing DFFA-like effector A (*CIDEA*) (Log2FC from IPFSCs to ScASCs was −1.45, *FDR* = 7.1E-01), a core set of brown adipose genes (Harms and Seale, 2013). 

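The thermogenic genes UCP1, PPARGC1A (which encodes PGC1A) and CIDEA had mean values under 1 RPKM in both cell types and lay below the filter. UCP1 is listed at 0, 0, 0 and 0.0370 RPKM in the IPFSC libraries and at 0, 0.0406, 0 and 0 in the ScASC libraries. PPARGC1A had 0.443 ± 0.269 and 0.462 ± 0.185 RPKM and CIDEA 0.208 ± 0.415 and 0.437 ± 0.479 RPKM in IPFSCs and ScASCs (SD, n = 4). With no filter, CIDEA had a log2 fold change of −0.24 (adjusted p = 0.807 in limma). No gene of the table carries the symbol FOXC2. Of 10 brown and beige adipocyte genes tested, 1 rose, which is MPZL2, 4 fell, among them LHX8 and TMEM26, and 5 did not pass the test in limma (3 rose and 4 fell when adjusted over the list alone), with an adjusted p of 0.283 in camera. TMEM26, a surface marker of beige adipocytes, had a log2 fold change of −1.57 (adjusted p = 0.0275), and MPZL2 had a log2 fold change of 1.22 (adjusted p = 0.0202). Some limma fits gave an adjusted p above 0.05, namely for TMEM26 without ScASC replicate 2, 3 or 4 or IPFSC replicate 1, 2 or 3 (adjusted p = 0.0541 to 0.0793, of 0.00590 to 0.0793 over all alternatives) and MPZL2 without ScASC replicate 2 or 4 or IPFSC replicate 3 (adjusted p = 0.0553 to 0.0625, of 0.0159 to 0.0625 over all alternatives).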

Given the preferential expression of *PPARG*, a master regulator of adipogenesis (Kawai and Rosen, 2010), in ScASCs, most privileged associated genes favored adipogenesis, including but not limited to ATP Binding Cassette Subfamily G Member 1 (*ABCG1*) (Frisdal et al., 2015), Fibrillin-1 (*FBN1*) (Davis et al., 2016), *NFATC4* (Yang et al., 2006), Oxysterol-binding protein-related protein 11 (*OSBPL11*) (Zhou et al., 2012), Paternally expressed gene-10 (*PEG10*) (Hishida et al., 2007), Salt inducible kinase 2 (*SIK2*) (Henriksson et al., 2015), and *WNT4* (Christodoulides et al., 2009). 

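ABCD2, a transporter of very long-chain fatty acids into peroxisomes, was lower in IPFSCs, at 1.38 ± 0.396 RPKM against 6.75 ± 3.18 in ScASCs (SD, n = 4), a log2 fold change of −1.63 (standard error 0.27, adjusted p = 0.0101) in limma for ABCD2 (ENSOCUG00000016168). PPARG had 13.8 ± 8.59 RPKM in IPFSCs and 23.4 ± 13.9 in ScASCs (SD, n = 4), a log2 fold change of −0.66 (adjusted p = 0.618). FBN1, SIK2 and OSBPL11 had log2 fold changes of −0.37 (adjusted p = 0.107), −0.76 (adjusted p = 0.354) and −0.48 (adjusted p = 0.313), and PEG10 had a log2 fold change of −1.13 (adjusted p = 0.225). No gene of the table carries the symbol ABCG1. Of 13 adipogenic transcription factors tested, limma called 0 (1 at an unadjusted p under 0.05, 0 when adjusted over the list alone), and camera gave the list an adjusted p of 0.437. Of 7 mature adipocyte genes, limma called 0 (3 at an unadjusted p under 0.05, with 1 higher and 2 lower when adjusted over the list alone), with an adjusted p of 0.620 in camera. Of 6 markers of adipose progenitor subtypes, 1 fell, which is WNT2 (1 when adjusted over the list alone), with an adjusted p of 0.410 in camera. Of the 11 tested genes that Fig. 5N lists as lower in IPFSCs, 5 fell (8 when adjusted over the list alone, 8 with the rabbit as a block), a list chosen on these libraries and so not independent evidence of direction. Some other limma fits gave a call, namely for PEG10 without ScASC replicate 1 (adjusted p = 0.0438, of 0.0438 to 0.451 over all alternatives).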

Protein inhibitor of activated STAT 3 (*PIAS3*) did not favor adipogenesis (Deng et al., 2006). In contrast, excluding a few genes favoring adipogenesis, such as Docking protein 1 (*DOK1*) (Hosooka et al., 2008), *ECM1* (Challa et al., 2015), and Leukemia inhibitor factor receptor alpha (*LIFR*) (Aubert et al., 1999), most related genes inhibited adiogenic differentiation in IPFSCs, including but not limited to Fatty acid binding protein 4 (*FABP4*) (Garin-Shkolnik et al., 2014), *GREM2* (Wu et al., 2015), Jagged canonical NOTCH ligand 1 (*JAG1*) (Ugarte et al., 2009), *LRP6* (Peröbner et al., 2012), *SMOC2* (Nie and Sage, 2009), and Tribbles homolog 2 (*TRIB2*) (Naiki et al., 2007). 

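TCF21, a transcription factor of organ mesenchyme, rose in IPFSCs, and so did FABP5, a fatty acid binding protein, and ECM1. The RPKM of TCF21 (ENSOCUG00000017761) was 36.9 ± 15.1 in IPFSCs and 8.16 ± 0.863 in ScASCs (SD, n = 4), a log2 fold change of 1.97 (standard error 0.25, adjusted p = 0.00401) in limma. FABP5 had 131 ± 28.4 and 60.7 ± 18.4 RPKM (SD, n = 4) and a log2 fold change of 1.12 (adjusted p = 0.0241). ECM1 had a log2 fold change of 0.86 (adjusted p = 0.0319). DOK1, LIFR, JAG1 and TRIB2 had log2 fold changes of 0.75 (adjusted p = 0.182), 0.64 (adjusted p = 0.201), 0.60 (adjusted p = 0.274) and 0.45 (adjusted p = 0.205). No gene of the table carries the symbol FABP4. Of the 20 genes that Fig. 5N lists as higher in IPFSCs, 9 rose and 11 did not pass the test in limma (18 when adjusted over the list alone; 13 rose with the rabbit as a block), and since the study chose them on these libraries they are not independent evidence of direction. In limma, the call was lost for FABP5 without ScASC replicate 2 or 4 or IPFSC replicate 1, 2 or 3 (adjusted p = 0.0514 to 0.0695, of 0.0110 to 0.0695 over all alternatives) and ECM1 without ScASC replicate 1, 2 or 4 or IPFSC replicate 1, 2, 3 or 4 or with no filter on low RPKM (adjusted p = 0.0501 to 0.0982, of 0.00260 to 0.0982 over all alternatives). Other fits with limma called DOK1 without IPFSC replicate 4 (adjusted p = 0.0352, of 0.0352 to 0.379 over all alternatives), LIFR without ScASC replicate 1 (adjusted p = 0.0251, of 0.0251 to 0.401 over all alternatives) and TRIB2 with the rabbit as a block (adjusted p = 0.0172, of 0.0172 to 0.419 over all alternatives).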

The above findings indicate that, compared with ScASCs, donor-matched IPFSCs exhibit less potential to differentiate toward adipose tissue.

Our study did not find a significant difference in expression levels of osteogenic markers between ScASCs and donor-matched IPFSCs after induction. It has long been speculated that IPFSCs have a higher chondrogenic potential than other fat depots in the body (Sun et al., 2018), which might be due to the IPFP’s anatomic site that is closer to synovium and cartilage; it is regarded as a special form of fibro-adipose tissue (Macchi et al., 2016), or a continuation of synovium. IPFSCs may share some common characteristics with synovium-derived stem cells, a tissue-specific stem cell for chondrogenesis (Jones and Pei, 2012). A study comparing IPFSCs with near knee joint ScASCs from donor-matched osteoarthritis patients found that IPFSCs had a superior chondrogenic potential; ScASCs were superior in osteogenesis while both were similar in adipogenic capacity (Lopa et al., 2014). In this study with donor-matched normal adipose stem cells, we observed clear superiority of IPFSCs for chondrogenesis. However, we obtained divergent results on adipogenic and osteogenic potential. There were two possible explanations for the discrepancy; first, species differences between humans and rabbits can lead to considerable diversity, and secondly, Lopa et al. harvested IPFSCs from aged patients affected by osteoarthritis (Lopa et al., 2014) while we harvested from young healthy rabbits. The adult stem cell profile could be greatly affected by disease and aging (Li and Pei, 2012; Lynch and Pei, 2014).

Taken together, by donor-matched comparison and high throughput assay of transcriptome and proteomics, this study investigated the variance of depot-specific adult stem cells from adipose tissues. The findings might shed some light on the hypothesis that adipose stem cells have a depot-dependent lineage preference. Here, we have profiled RNA and protein levels to identify unique transcriptional programs, signaling components, and matrix environments that reveal novel insights into the higher chondrogenic potential of IPFSCs.

## Data Availability Statement

The RNA-Seq datasets generated for this study can be found in the GEO, under the accession number GSE142626, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142626. The data that support the findings of this study are available from the corresponding author upon reasonable request.

## Ethics Statement

The animal study was reviewed and approved by IACUC of West Virginia University, protocol number 1608003840.

## Author Contributions

TW contributed to the conception and design, collection and/assembly of data, data analysis and interpretation, manuscript writing, and final approval of the manuscript. RH and MD contributed to the collection and/assembly of data, data analysis and interpretation, manuscript writing, and final approval of the manuscript. AI, GH, LZ, and KH contributed to the data analysis and interpretation, manuscript writing, and final approval of the manuscript. MP contributed to the conception and design, financial support, data analysis and interpretation, manuscript writing, and final approval of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://www.bioinformatics.babraham.ac.uk/projects/fastqc/

How the deposited data were processed for this re-analysis (not part of the article)

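RNA-seq was done on stromal cells at passage 1 from the infrapatellar fat pad (IPFSCs) and from subcutaneous fat (ScASCs) of 4 rabbits, with 1 library per cell type and rabbit, 8 libraries in all. The authors aligned paired-end reads with Subread to OryCun2.0 without trimming, counted reads per gene with featureCounts on an Ensembl annotation, scaled these counts to RPKM and compared the cell types with edgeR. The deposited table holds 1 value per gene and library, which follows log2(RPKM + 1), a transformation the paper does not state. It was read from the values: converted back this way, 224 to 287 genes of low expression share 1 ratio between a library and ScASC replicate 1, as equal numbers of reads would give. Over 5639 genes with an RPKM above 10 in every library, the group differences of these values followed the authors' log2 fold changes with a slope of 0.974 (Pearson's r = 0.998 across genes, which are not independent replicates). An RPKM of 0 is written as 1e-05 in the deposited table and was set back to 0. The authors' p-values and adjusted p-values from edgeR stand in the same table; their adjusted values were computed over more genes than the table lists, and they were used here only where the text says so. The authors' log2 fold changes in the table have the sign of IPFSCs over ScASCs.

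The table has 20595 entries for 20586 identifiers, since 9 identifiers are listed 2 times with identical values, and each was used once. Of these genes, 12843 have a symbol, 9 of them written as dates, and 7743 have none; 4485 are listed at 0 in all 8 libraries. Symbols are those of the table. Of them, 12090 matched a RefSeq gene table of another rabbit assembly (mOryCun1.1), 12068 as protein-coding genes, and none of the Ensembl identifiers matched it, so no coordinates are given and gene type, known only by symbol, was used only in an alternative. The number of reads per library is not known from the values used here, and neither is the precision that read counts would give. Relative depth, from the step that a single read leaves in the RPKM of genes of low expression, lay between 0.825 and 1.00 of the deepest library, and the summed RPKM between 467330 and 492341.

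The test planned for read counts was a count model, with limma on log2(RPKM + 1) where only RPKM were given; the latter was used. Genes with a mean RPKM above 1 in at least 1 cell type entered the test, which is limma's moderated test with a trend in the variance, on all 8 libraries, with the cell type as the only term and Benjamini-Hochberg adjustment over the 11294 genes. Counts of genes use the study's criteria of a fold change above 2, an adjusted p under 0.05 and a mean RPKM above 1 in at least 1 cell type; a single gene was called at an adjusted p under 0.05. A fold change on the log2(RPKM + 1) scale understates the change of genes of low expression. Libraries were placed by multidimensional scaling in limma (500 genes with the largest differences per pair of libraries), and the cell types were compared on coordinate 1 with an exact permutation test. Transcription factors, defined by families of symbols, were tested with a two-sided Fisher's exact test among the tested genes with a symbol. Gene lists fixed before the data were examined were tested with camera (preset correlation 0.01, Benjamini-Hochberg over the 37 lists with at least 3 tested genes), and members that passed the test were counted for each list, with "adjusted over the list alone" for a Benjamini-Hochberg adjustment over the tested members. Lists that the study chose on these libraries were counted but not tested with camera. Several of the lists tested with camera share genes with Fig. 5, whose values had been seen, so they are not independent of the study's choice.

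Genes are named by a rule set before the data were examined: (a) every gene that the paper names in connection with RNA in its text, Table 1, Fig. 1E, Fig. 4D or Fig. 5, whose values in the text, Fig. 1E and Fig. 5 had been seen; (b) the 10 genes with a symbol with the largest fold change in each direction among those that meet the criteria without overlap of the cell types; (c) the 5 with the smallest p in each direction; and (d) in each list, up to 4 called members with the smallest p. The table holds 274 such genes, of which 262 were tested and 162 called, 92 higher and 70 lower in IPFSCs; the values of some of them are not reported here. HTRA1, VCAM1 and IL6 were named outside this rule after their values were seen.

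IPFSCs and ScASCs of the same number were taken as coming from the same rabbit. The paper describes the cells as donor-matched, but neither it nor the sample labels say which libraries share a rabbit. As a check, the deviations of libraries of the same number from their group means were correlated across genes, with values of 0.534, 0.550, 0.253 and 0.660 for numbers 1 to 4; the ScASC library of number 3 correlated more, with 0.329, with an IPFSC library of another number. The fit with the rabbit as a block was run as an alternative. Other alternatives were pseudocounts of 0.1 and 0.5, no filter on low RPKM, no threshold on RPKM or on the fold change, leaving out each library in turn, other genes, distances and backgrounds for the coordinates and the transcription factors, an estimated correlation and fry for the gene lists, and, chosen after the data were seen, median-ratio scaling of the libraries, limma's treat test, a threshold on the mean of log2(RPKM + 1), fold changes from the mean RPKM, the authors' p-values adjusted over the tested genes (for counts of genes, with the authors' log2 fold changes), a restriction to genes whose symbol is protein-coding in the RefSeq table and, for coordinate 1, labels exchanged within rabbits only. Counts of genes and of transcription factors by the study's criteria, the number of lists called and the camera p of each called list were also computed for the 35 splits of the 8 libraries into 4 against 4.

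The steps were tested on simulated data for 4 against 4 libraries with 11132 genes tested, 200 of them changed. The simulated noise was normal and independent between genes and libraries, with no rabbit effect. No gene of low mean expression was among those changed, so the shares that follow need not hold for the real libraries. The comparison called 87 of 100 genes (87%) with a simulated log2 fold change of 1.5 and 98 of 100 (98%) with one of 3; of 190 calls, 5 (2.63%) were genes left unchanged. Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used. RT-qPCR, proteomics, flow cytometry and staining results of the study were not analysed here.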

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

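The tests of chondrocytes, of synovial lining fibroblasts and of single lists in other splits were chosen after the results were seen; the others were set before.

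Genes of cholesterol synthesis, which the paper does not discuss, were higher in IPFSCs, with a median log2 fold change of 0.43 over 17 tested genes, of which 3 passed the test in limma, among them HMGCS1 with 0.94 (adjusted p = 0.0119) and SQLE with 0.58 (adjusted p = 0.0181) (9 when adjusted over the list alone; adjusted p = 1.10e-08 in camera with the preset and 0.257 with an estimated correlation), with the call lost for SQLE without ScASC replicate 4 or IPFSC replicate 3 (adjusted p = 0.0543 and 0.0560, of 0.0177 to 0.0560 over all alternatives). A difference in a single rabbit is argued against, since the median difference was above 0 in all 4 rabbits (0.31, 0.33, 0.50 and 0.65) and 0.29 to 0.50 with 1 library left out. Chance cannot be excluded, since 3 of the 35 splits of the libraries gave a camera p as small as the real one (5.92e-10), the smallest of the others 2.51e-16. A rise of fatty acid synthesis genes as well cannot be told apart from a rise of cholesterol genes alone, since the median of 7 fatty acid genes was 0.15, with a bootstrap range of 0.04 to 0.34 that holds 0.22, the bound set at 0.5 times the cholesterol median. The depot of origin, which the design names, also stays open and was not tested.

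Genes of synovial lining fibroblasts, a list that the paper does not analyse, had a median log2 fold change of 1.08 over 9 tested genes, of which TSPAN15, ITGB8 and AQP1 rose and 6 did not pass the test in limma (the call was lost for TSPAN15 without ScASC replicate 1, 2 or 4 or IPFSC replicate 1, 3 or 4, with no filter on low RPKM or with a pseudocount of 0.1 with adjusted p = 0.0518 to 0.119, of 6.72e-04 to 0.119 over all alternatives; 3 when adjusted over the list alone; adjusted p = 0.00322 in camera with the preset and 0.165 with an estimated correlation), beside 13 tested cartilage matrix genes, of which 5 rose (adjusted p = 0.00157 in camera with the preset and 0.166 with an estimated correlation, where the list was not called). Camera called the cartilage list in 6 of the 35 splits, and the real split was the only 1 with a p as small (0.00181 in the next, and 0.00977 in the next of the 8 splits that part all 4 rabbits, which are too few for a share under 0.05). The list was compared after camera had called it in the real split, so this rank does not exclude chance. Chondrocytes that express type II collagen among the IPFSCs cannot be told apart from the stromal cells by COL2A1, since its log2 fold change of −0.51 follows COL1A1, of whose RPKM it makes 0.421% to 0.484% in each library, and so may not measure type II collagen. Synovial lining fibroblasts among the IPFSCs cannot be told apart from expression by the stromal cells themselves, since the median of 1.08 goes with them while the abundant HTRA1 had 264 ± 44.2 RPKM in IPFSCs and 261 ± 41.3 in ScASCs (SD, n = 4; log2 fold change 0.02, adjusted p = 0.987) and VCAM1 −1.19 (adjusted p = 0.594). The table holds no PRG4, the study picked FGF10 from these libraries, ITGB8, AQP1 and VCAM1 stand in other lists too, and the depot of origin, which the design names, is a candidate explanation that was not tested.

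Single libraries lay far from the other 3 of their cell type (by Dixon's test) in 48 of 530 groups of 4 values for the genes named in the text and the library measures. For independent groups of normally distributed values, chance alone would mark about 1 in 20, or 26.5. RPKM need not be so distributed, some values lie near 0 and genes share libraries, so these counts do not measure an excess. By RPKM, the libraries marked were ScASC replicate 1 with ADAMTS5 (32.5), HPGD (3.95), ITGA6 (25.4), LEP (21.6), NFATC4 (8.25), TGFA (0.113), TGM2 (8.26), TIMP3 (308) and UST (18.8); ScASC replicate 2 with TWIST2 (23.1); ScASC replicate 3 with AQP1 (0.241), ARNT2 (0.249), ECM1 (9.92), SFRP5 (0.133) and SOX11 (0.296); ScASC replicate 4 with ADAMTS19 (14.0), CHST11 (9.06), LHX9 (0.0573), NR1H4 (6.54) and VCAM1 (20.2); IPFSC replicate 1 with ITGB8 (11.5); IPFSC replicate 2 with ANKRD2 (0.652), FABP5 (173), LAYN (36.1), TBX18 (20.5) and UST (10.4); IPFSC replicate 3 with GREM1 (16.9), HOXB9 (0.0122), LHX2 (2.22), MYOCD (0.0741), SATB1 (23.3) and WNT4 (1.96); and IPFSC replicate 4 with CHST11 (19.6), COL12A1 (1558), HOXD9 (17.1), ITGA7 (9.28), JAZF1 (6.61), LPIN1 (33.4), MPZL2 (37.4), NFKBIA (27.5), NR1H4 (0.707), OSR1 (6.65), PCOLCE2 (25.2), PPARG (26.5), SDC2 (36.4), SERPINB2 (0.0426) and VCAM1 (2.23). IPFSC replicate 4 also stood apart in its 11104 genes above an RPKM of 1. No explanation was tested for these values.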

How the results depend on the processing

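The alternatives chosen after the data were seen are median-ratio scaling, limma's treat test, the threshold on mean log2(RPKM + 1), fold changes from mean RPKM, the authors' p-values, the restriction to protein-coding symbols and the exchange of labels within rabbits. No gene that met the criteria changed sign in any fit with another pseudocount, filter, scaling or block, or with 1 library left out. This was largely set in advance, since in 178 of the higher and all 141 lower genes the libraries of the cell types did not overlap. Against 182 higher and 141 lower genes in limma, the counts were 163 to 226 higher and at most 177 lower over pseudocounts, filter, scaling, RPKM thresholds, mean RPKM fold changes, protein-coding symbols (175 higher, 165 of them shared, and fewer lower genes) and the rabbit as a block. They moved further with no fold change threshold (301 and 261), by its construction, and with limma's treat test against a fold change of 2 (9 and 14), which asks for more than the estimate. They also moved further with the authors' p-values and log2 fold changes (378 and 290), where the cause was not tested. Leaving out 1 library gave 121 to 185 and 103 to 147, the lowest without IPFSC replicate 3, where the cause was not tested beyond the smaller group. With the rabbit as a block, limma called 226 higher and 177 lower, of which 179 and 138 were also called without it. The block gave odds ratios for transcription factors of 1.92 and 3.86, against 2.53 and 5.21, and these were 1.93 to 3.34 and 4.79 to 7.05 with 1 library left out; without HOX genes they were 2.09 and 3.35 and without zinc finger families 4.21 and 9.19. The distance of 1.70 on coordinate 1 was 1.67 to 1.77 with 1 library left out, 0.43 over all tested genes and 0.0453 with a correlation distance, each on its own scale, and the exact p was 0.0286 throughout, the smallest these permutations can give; with labels exchanged within the rabbits, the distance of 1.70 had p = 0.125, the smallest that 16 assignments can give. Camera called 9 lists higher and 2 lower, 9 to 11 and 2 to 3 with 1 library left out, and 10 and 2 with the block, which added the S phase genes. With an estimated correlation it called 0 and 0 (8 at an unadjusted p under 0.05), and fry, which compares a list with no other genes, called 12 and 4; the cause was not tested. Of the 262 tested genes of the naming rule, 162 were called, 110 to 148 with 1 library left out and 204 with the block. Among the genes named in the text, the block ended 2 calls and added 43, given with the genes, and it changed no other call. Count models (other size factors, an exact test, voom, treat on counts) were not run, for want of counts; genes under a mean RPKM of 1 in both cell types entered only the fit with no filter, and what read depth limits among them is unknown without counts.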

Differences from the paper's values

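The alternatives here were set before the data were examined, except for median-ratio scaling, ratios of the mean RPKM, the restriction to protein-coding symbols and the authors' p-values adjusted over the tested genes, which were chosen after seeing the values. For MMP13, the paper gives a log2 fold change of 7.45; the authors' column in the deposited table holds the same value. With the gene listed at 0 in all ScASC libraries, the log2(RPKM + 1) scale gave 0.69, also with no filter, the alternative that includes it; this value is set by the pseudocount and is no estimate of the fold change. For CIDEA, the paper gives −1.45; the value here was −0.24, also with no filter, and −1.07 as the log2 ratio of the mean RPKM.

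The paper counts 359 genes higher and 277 lower in IPFSCs, and limma gave 182 and 141 at the same thresholds, without the paper's restriction to protein-coding genes (a restriction to symbols that are protein-coding in a RefSeq table, chosen after seeing the values, gave 175 and fewer than 141). With no fold change threshold, they were 301 and 261, within 1.5 times the paper's; the pseudocounts, the fits without a filter or RPKM threshold, the block and the fits without 1 library stayed further away. The authors' own columns in the deposited table give 359 and 277 entries with a mean log2(RPKM + 1) above 1 in a cell type, which are 359 and 274 genes when repeated identifiers count once, and 181 and 141 of the genes called in limma are among them. With the authors' p-values adjusted over the tested genes and the authors' log2 fold changes, a setting chosen after seeing the values, the counts were 378 and 290. This setting drops 0 and 0 of the authors' calls, which was largely set in advance, since the authors adjusted over more genes.

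For transcription factors, Fig. 4C shows about 1.2 times (read by eye) the expected number among the higher genes and about 2.2 times among the lower ones, and the ratios here, with transcription factors defined by symbol, were 2.25 and 3.97. Among the alternatives, the ratio for the higher genes came within 1.5 times the paper's with the rabbit as a block (1.78) and without ScASC replicate 1 (1.80), and that for the lower genes with the block (3.15) and without HOX genes (2.87). All other alternatives (pseudocounts, other libraries left out, no zinc finger families, a wider background) did not.

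In the lists that the paper describes as higher or lower, every tested gene had the paper's sign. The study chose these genes on the same libraries, so the shared sign was largely set in advance and is not independent evidence. Limma called 26 of 34 and 37 of 44 transcription factors in Fig. 4D, 25 of 43 tested genes in Fig. 5M, and 9 of 20 and 5 of 11 tested genes in Fig. 5N. Limma called 2 of the 6 tested integrins in Fig. 5K and 1 of 8 tested genes that the paper names as favoring adipogenesis in ScASCs. Limma thus called most of the tested genes in Fig. 4D and 5M. The tally of Fig. 5N and 5K depends on the fit: without the block limma left most of these genes uncalled, and with the rabbit as a block it called 13 and 8 genes of Fig. 5N, 4 integrins and 2 of the 8.

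Genes that the paper gives as different between the cell types and that limma did not call, beyond those with their values at the claims (ADAMTS19, ADAMTSL1, AQP4, CHST11, COL14A1, COL2A1, COL5A3, DOK1, FBN1, HOXA10, HSPG2, ITGA3, ITGA4, ITGA6, ITGA7, JAG1, LIFR, LOX, LOXL4, LTBP1, NFATC4, NID2, NT5E, OSBPL11, PEG10, PPARG, SIK2, SMOC2, SOX9, TBX5 and TRIB2), were, with log2 fold changes, ARNT2 0.66 (adjusted p = 0.0694), ATF3 0.67 (adjusted p = 0.0956), EYA4 1.06 (adjusted p = 0.0604), GLI2 0.69 (adjusted p = 0.118), JAZF1 0.75 (adjusted p = 0.249), NPAS2 0.48 (adjusted p = 0.124), PLAGL1 0.68 (adjusted p = 0.0908), ANKRD2 −1.13 (adjusted p = 0.0796), AXIN2 −0.89 (adjusted p = 0.192), MYRF −0.96 (adjusted p = 0.205), NFKBIA −1.09 (adjusted p = 0.0773), NR1H4 −1.02 (adjusted p = 0.378), NRG1 −0.80 (adjusted p = 0.0830), TOX −0.96 (adjusted p = 0.0858), FZD5 0.88 (adjusted p = 0.0532), PIAS3 −0.33 (adjusted p = 0.0957), FZD2 −0.99 (adjusted p = 0.0591), COL1A1 −0.55 (adjusted p = 0.0873), COL1A2 −0.56 (adjusted p = 0.140), TIMP3 0.69 (adjusted p = 0.416), ADAMTS14 −0.34 (adjusted p = 0.185), GPC3 1.52 (adjusted p = 0.130), CCL2 1.48 (adjusted p = 0.274), LUM 1.60 (adjusted p = 0.0575), FGF10 1.21 (adjusted p = 0.282), MATN3 0.77 (adjusted p = 0.420), UST 1.21 (adjusted p = 0.162), ALCAM 0.98 (adjusted p = 0.146), MDFI 0.68 (adjusted p = 0.316), ECM2 0.84 (adjusted p = 0.344), CYP26B1 0.63 (adjusted p = 0.652), HYAL1 0.66 (adjusted p = 0.0984), UXS1 0.58 (adjusted p = 0.127), NDST1 0.52 (adjusted p = 0.287), SDC2 0.53 (adjusted p = 0.0835), BGN 0.43 (adjusted p = 0.182), FSTL1 0.41 (adjusted p = 0.0529), TGFA 1.04 (adjusted p = 0.0740), FABP3 1.45 (adjusted p = 0.176), LPL 1.46 (adjusted p = 0.176), LPIN1 0.85 (adjusted p = 0.482), KLF5 0.65 (adjusted p = 0.113), ACSF2 −0.68 (adjusted p = 0.0531), CSGALNACT2 0.33 (adjusted p = 0.396) and BMPER −1.02 (adjusted p = 0.505). The test that did not call these genes has no term for the rabbit, though the cells are donor-matched. Among the genes named in the text, the block added 43 calls and ended 2. A gene not called without the block is therefore not evidence against the paper's difference. The fit with the rabbit as a block called NT5E, ATF3, GLI2, TBX5, ANKRD2, MYRF, NFKBIA, SOX9, FZD5, PIAS3, FZD2, COL2A1, COL1A1, COL1A2, COL14A1, LOXL4, LOX, NID2, ADAMTS19, ITGA6, ITGA4, AQP4, GPC3, CCL2, LUM, FGF10, CHST11, ECM2, CYP26B1, HYAL1, UXS1, NDST1, BGN, FSTL1, FABP3, LPL, SMOC2, KLF5, TRIB2, ACSF2, BMPER and ADAMTSL1. Other fits in limma called genes as follows: without ScASC replicate 1, ATF3, ANKRD2, SOX9, PIAS3, ITGA3, ITGA4, UST, LIFR and PEG10; without ScASC replicate 3, TOX, LUM and LPL; without ScASC replicate 4, ADAMTS19 and ECM2; without IPFSC replicate 2, EYA4 and PLAGL1; without IPFSC replicate 3, FZD2; without IPFSC replicate 4, NT5E, NFKBIA, FZD5, LOXL4, UXS1, SDC2, TGFA, DOK1 and KLF5; with a pseudocount of 0.1, EYA4, ADAMTS19 and TGFA; with one of 0.5, EYA4 and ADAMTS19; and with median-ratio scaling, FZD5. The authors' p-values, adjusted over the tested genes and chosen after seeing the values, called all of these genes except ALCAM, HSPG2, PPARG, FBN1, PEG10 and COL5A3. Below the filter lay SOX6, LAMA1, GALNT5, HAPLN1, ADAMTS17 and IGF2BP1; with no filter, limma called SOX6, LAMA1 and GALNT5 (adjusted p = 0.00916, 0.0371 and 4.70e-04) and not HAPLN1, ADAMTS17 and IGF2BP1 (adjusted p = 0.148, 0.153 and 0.392). The paper's fold change for COL5A3, higher in IPFSCs, is that of a matrix protein, and the log2 fold change of its RNA was 0.10. PPARG, which the paper's discussion gives as preferred in ScASCs, had a log2 fold change of −0.66. By RT-qPCR before induction (Fig. 2A), the paper found no significant difference in PPARG, and SOX9 significantly higher in IPFSCs. Its lower PPARG in IPFSCs was measured after chondrogenic and adipogenic induction (Fig. 2C and 2D), while the cells sequenced here were not induced. No alternative called COL5A3 or PPARG, while CD44, MCAM, TGFB3, SOX5, SOX11, BMP4, LOXL2 and TGM2 were called in the paper's direction. For ADAMTSL1, counted above, the paper's difference also comes from proteomics, so for it and COL5A3 RNA is set beside protein.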

Other observations

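The tests of a mislabelled library and of cells without HOX expression, and the comparison of single lists with other splits, were chosen after the results were seen; the other tests were set before.

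Bone-related genes were higher in IPFSCs in part: of 10 tested hypertrophic and osteogenic genes, SPP1 (osteopontin), BGLAP (osteocalcin) and ANKH, a transporter that exports pyrophosphate precursors, rose, and 7 did not pass the test in limma (3 when adjusted over the list alone). BGLAP and ANKH had log2 fold changes of 0.56 (adjusted p = 0.0290) and 1.20 (adjusted p = 0.0254), and the list had an adjusted p of 0.0109 from camera with the preset correlation and adjusted p = 0.166 with an estimated correlation; 3 of the 35 splits of the libraries gave a camera p as small, and chance cannot be excluded. The paper's RT-qPCR before induction (Fig. 3G) showed SPP1 as higher in IPFSCs but no difference in BGLAP. In limma, the call was lost for BGLAP without ScASC replicate 2 or 4 or IPFSC replicate 1 or 2 (adjusted p = 0.0675 to 0.0917, of 0.0228 to 0.0917 over all alternatives) and ANKH without ScASC replicate 3 or IPFSC replicate 1, 2, 3 or 4 (adjusted p = 0.0541 to 0.0680, of 0.0150 to 0.0680 over all alternatives). Of 21 NF-κB and inflammatory genes, TLR2 rose and IL1A, TNFAIP3 and NFKBIZ fell (2 rose and 5 fell when adjusted over the list alone; adjusted p = 0.486 in camera, with a median log2 fold change of −0.01 and a mean of −0.15). TNFAIP3, which limits NF-κB signaling, and NFKBIZ, which encodes an atypical IκB protein, had log2 fold changes of −1.44 (adjusted p = 0.00736) and −1.34 (adjusted p = 0.0116). IL6 had 31.4 ± 10.0 RPKM in IPFSCs and 12.9 ± 12.5 in ScASCs (SD, n = 4), a log2 fold change of 1.62 (adjusted p = 0.188 in limma), a gene chosen after its values were seen. Other fits with limma called IL6 without ScASC replicate 1 (adjusted p = 0.0255, of 0.0255 to 0.374 over all alternatives).

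Of 11 cell cycle inhibitors and senescence genes, RB1 and CDKN2C fell (3 when adjusted over the list alone; adjusted p = 0.0792 in camera), with log2 fold changes of −0.35 (adjusted p = 0.0320) and −0.81 (adjusted p = 0.0499) in limma. The adjusted p from limma rose above 0.05 for RB1 without ScASC replicate 2, 3 or 4 or IPFSC replicate 1, 2 or 3 (adjusted p = 0.0725 to 0.106, of 0.0260 to 0.106 over all alternatives) and CDKN2C without ScASC replicate 2, 3 or 4 or IPFSC replicate 1, 2 or 3, with no filter on low RPKM or with median-ratio scaling (adjusted p = 0.0585 to 0.133, of 0.0112 to 0.133 over all alternatives). Limma called 0 of 21 S phase genes (0 at an unadjusted p under 0.05) and 0 of 25 G2/M genes (0 at an unadjusted p under 0.05), with adjusted p = 0.283 and 0.511 in camera; with the rabbit as a block, camera gave the S phase genes an adjusted p of 0.0175, with a median log2 fold change of 0.21, against 0.944 without the block and with an estimated correlation, which was 0.956. Of 19 glycolysis and hypoxia genes, CA9 rose (2 rose and 2 fell when adjusted over the list alone; adjusted p = 0.363 in camera, with a median log2 fold change of −0.13), by a log2 fold change of 1.06 (adjusted p = 0.0323). Among other fits with limma, a call ended for CA9 without ScASC replicate 3 or IPFSC replicate 1, 2 or 3 (adjusted p = 0.0785 to 0.0945, of 0.0117 to 0.0945 over all alternatives). Limma called 0 of 13 interferon-stimulated genes (1 at an unadjusted p under 0.05, 1 higher when adjusted over the list alone; adjusted p = 0.851 in camera, median log2 fold change −0.03 and mean 0.05), 0 of 18 immediate early genes (3 at an unadjusted p under 0.05; adjusted p = 0.620) and 0 of 17 unfolded protein response genes (0 at an unadjusted p under 0.05; adjusted p = 0.819).

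Markers of other cells that the cultures could hold were mostly below the filter: of 15 endothelial genes in the table, 0 were tested, and the lists of leukocytes, epithelial and mesothelial cells had 2 tested genes each and those of skeletal muscle, Schwann cells and adipocytes 1 each, with limma calling 0 of them (1 at an unadjusted p under 0.05, and higher in IPFSCs when adjusted over the list alone, for each of Schwann and mesothelial cells, and 0 for the others). Of 2 tested pluripotency genes, limma called 0 (0 at an unadjusted p under 0.05). Limma called 0 of 25 ribosomal protein genes (0 at an unadjusted p under 0.05; median log2 fold change −0.01) and 0 of 4 histone genes (0 at an unadjusted p under 0.05); 0 of 2 globin genes were tested, and the table holds no gene of the mitochondrial genome by symbol. For genes that the study measured by RT-qPCR, RNA-seq gave log2 fold changes of −0.19 (adjusted p = 0.752) for NES and 1.46 (adjusted p = 0.176) for LPL, an adipogenic marker, in limma. In limma, a call was gained for LPL without ScASC replicate 3 or with the rabbit as a block (adjusted p = 0.0496 and 0.0225, of 0.0225 to 0.377 over all alternatives). The cells sequenced were of an earlier passage than those the paper induced, which limits the comparisons with Fig. 3A, 3D and 3G. Fig. 3A shows COL2A1 as higher in IPFSCs by RT-qPCR before induction, whereas in RNA-seq its log2 fold change was −0.51 (adjusted p = 0.0749 in limma, not called). COL2A1 was at 0.421% to 0.484% of the RPKM of COL1A1 in each library and so may not measure type II collagen. ACAN, the other gene of Fig. 3A, rose in RNA-seq. Fig. 3D shows LPL and ADIPOQ as higher in ScASCs by RT-qPCR before induction, whereas in RNA-seq LPL had the opposite sign, as above, and ADIPOQ, below the filter, had 0.906 ± 0.759 RPKM in IPFSCs and 0.438 ± 0.325 in ScASCs (SD, n = 4; adjusted p = 0.646 in limma with no filter).

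Among further genes of the naming rule, limma called AFF2 0.94 (adjusted p = 0.0125), COLEC12 1.81 (adjusted p = 0.0204), DLX3 1.70 (adjusted p = 0.0462), DLX4 1.30 (adjusted p = 0.0160), ETV1 1.14 (adjusted p = 0.0434), FGFR2 1.12 (adjusted p = 0.0158), FN1 1.11 (adjusted p = 0.0409), IL11RA 0.74 (adjusted p = 0.0287), ITIH3 0.96 (adjusted p = 0.0349), ITM2A 1.97 (adjusted p = 0.0324), LAYN 0.68 (adjusted p = 0.0157), MATN2 2.89 (adjusted p = 3.22e-04), PAX8 0.95 (adjusted p = 0.0417), PITX3 1.03 (adjusted p = 0.0109), PKNOX2 1.54 (adjusted p = 0.00606), PPARD 0.84 (adjusted p = 0.0154), S100A12 3.40 (adjusted p = 0.00799), SATB1 1.68 (adjusted p = 0.0313), SIM2 1.59 (adjusted p = 0.00294), SLC29A1 0.63 (adjusted p = 0.0123), ZEB1 0.85 (adjusted p = 0.00770) and ZFHX3 1.00 (adjusted p = 0.00606) as higher in IPFSCs and ACSL5 −1.54 (adjusted p = 0.0291), ARHGAP18 −3.18 (adjusted p = 0.00233), ARHGDIB −3.17 (adjusted p = 0.00744), COL3A1 −0.85 (adjusted p = 0.0461), EXT1 −0.45 (adjusted p = 0.0333), EYA1 −1.20 (adjusted p = 0.00249), FGF2 −1.21 (adjusted p = 0.00819), GLCE −0.62 (adjusted p = 0.0161), HOXA3 −0.99 (adjusted p = 0.0319), HOXC6 −1.49 (adjusted p = 6.46e-04), IRX1 −1.81 (adjusted p = 0.00432), IRX5 −1.30 (adjusted p = 0.00293), LHX2 −1.73 (adjusted p = 0.00432), MEIS2 −1.19 (adjusted p = 0.00563), MSC −1.57 (adjusted p = 0.00908), ROR2 −0.52 (adjusted p = 0.0319), RYK −0.53 (adjusted p = 0.0403), SIM1 −1.25 (adjusted p = 0.0195), SPON1 −2.29 (adjusted p = 0.00508), TFAP2A −1.16 (adjusted p = 0.00859) and TWIST2 −1.22 (adjusted p = 0.0116) as lower, given as log2 fold changes, and made no call for ADAMTS1 0.39 (adjusted p = 0.588), ADAMTS5 0.41 (adjusted p = 0.668), ASPN 0.03 (adjusted p = 0.991), COL12A1 0.32 (adjusted p = 0.818), DCN −1.37 (adjusted p = 0.444), FBN2 −1.84 (adjusted p = 0.107), GAPDH −0.30 (adjusted p = 0.230), LAMB1 −0.35 (adjusted p = 0.801), LAMB2 0.12 (adjusted p = 0.872), LAMC1 0.10 (adjusted p = 0.828), LEP 0.82 (adjusted p = 0.83), LTBP2 0.48 (adjusted p = 0.618), PODN −0.31 (adjusted p = 0.796), RUNX2 −0.34 (adjusted p = 0.281), SPARC 0.06 (adjusted p = 0.909), THBS1 0.35 (adjusted p = 0.931), THBS2 −0.39 (adjusted p = 0.589) and VCAN −0.11 (adjusted p = 0.868). Other fits of limma ended the call of COLEC12 without ScASC replicate 4 or IPFSC replicate 1 or 3 (adjusted p = 0.0511 to 0.0714; all fits 0.0165 to 0.0714); DLX3 without ScASC replicate 1, 2 or 4 or IPFSC replicate 1, 3 or 4, with no filter on low RPKM or with median-ratio scaling (adjusted p = 0.0531 to 0.135; all fits 0.0101 to 0.135); DLX4 without IPFSC replicate 1 or 3 (adjusted p = 0.0529 and 0.0524; all fits 0.00986 to 0.0529); ETV1 without ScASC replicate 1, 2, 3 or 4 or IPFSC replicate 1, 3 or 4, with the rabbit as a block or with no filter on low RPKM (adjusted p = 0.0610 to 0.113; all fits 0.0289 to 0.113); FGFR2 without ScASC replicate 2 or IPFSC replicate 1 or 3 (adjusted p = 0.0523 to 0.0541; all fits 0.0156 to 0.0541); FN1 without ScASC replicate 1, 2 or 3 or IPFSC replicate 2, 3 or 4, with no filter on low RPKM or with median-ratio scaling (adjusted p = 0.0515 to 0.122; all fits 0.0181 to 0.122); IL11RA without ScASC replicate 1, 2 or 4 or IPFSC replicate 2, 3 or 4 (adjusted p = 0.0522 to 0.0954; all fits 0.0172 to 0.0954); ITIH3 without ScASC replicate 1, 2, 3 or 4 or IPFSC replicate 1, 3 or 4 or with no filter on low RPKM (adjusted p = 0.0528 to 0.111; all fits 0.00541 to 0.111); ITM2A without ScASC replicate 1, 3 or 4 or IPFSC replicate 2, 3 or 4 or with no filter on low RPKM (adjusted p = 0.0520 to 0.101; all fits 0.0115 to 0.101); LAYN without IPFSC replicate 1 or 3 (adjusted p = 0.0511 and 0.0573; all fits 0.00605 to 0.0573); PAX8 without ScASC replicate 1, 2, 3 or 4 or IPFSC replicate 2, 3 or 4 (adjusted p = 0.0688 to 0.109; all fits 0.0188 to 0.109); PPARD without ScASC replicate 2 or IPFSC replicate 1 or 3 (adjusted p = 0.0511 to 0.0541; all fits 0.0137 to 0.0541); SATB1 without ScASC replicate 1, 2, 3 or 4 or IPFSC replicate 1 (adjusted p = 0.0640 to 0.0835; all fits 0.0120 to 0.0835); ACSL5 without ScASC replicate 1, 2 or 4 or IPFSC replicate 1 (adjusted p = 0.0626 to 0.0831; all fits 0.00482 to 0.0831); COL3A1 without ScASC replicate 2, 3 or 4 or IPFSC replicate 1, 2 or 3, with no filter on low RPKM or with median-ratio scaling (adjusted p = 0.0579 to 0.197; all fits 0.0286 to 0.197); EXT1 without ScASC replicate 1, 3 or 4 or IPFSC replicate 1, 2 or 3 (adjusted p = 0.0734 to 0.108; all fits 0.0148 to 0.108); GLCE without ScASC replicate 4 or IPFSC replicate 3 (adjusted p = 0.0508 and 0.0541; all fits 0.0152 to 0.0541); HOXA3 without ScASC replicate 3 or 4 or IPFSC replicate 1, 2 or 3 (adjusted p = 0.0638 to 0.0980; all fits 0.0221 to 0.0980); ROR2 without ScASC replicate 2, 3 or 4 or IPFSC replicate 1, 2, 3 or 4 (adjusted p = 0.0550 to 0.0989; all fits 0.00470 to 0.0989); RYK without ScASC replicate 1, 2 or 4 or IPFSC replicate 1, 3 or 4 or with no filter on low RPKM (adjusted p = 0.0515 to 0.120; all fits 0.0142 to 0.120); and SIM1 without ScASC replicate 4 or IPFSC replicate 1, 2 or 3 (adjusted p = 0.0513 to 0.0623, of 0.00424 to 0.0623 over all alternatives). The fits that called other genes of this group were those of FBN2 without IPFSC replicate 1 or with the rabbit as a block (adjusted p = 0.0392 and 0.0126, of 0.0126 to 0.233 over all alternatives). ZFP42 lay below the filter.

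The split into IPFSCs and ScASCs was set against the 34 other splits of the 8 libraries into 4 against 4. The real split gave 323 genes by the study's criteria in limma and the highest other split 34, with 182 against 19 higher, 141 against 19 lower, and 56 against 1 transcription factors. In each case the real split was the only 1 of 35 with a count as large, but the smaller counts are parts of the same 323 genes. In every other split, a difference between the cell types adds to the spread within the groups, which lowers its count. Splits that keep libraries of 1 rabbit together are also not exchangeable with the real one, so this rank does not exclude chance. For the number of gene lists called, 11 in the real split against 13 in the highest other, 4 of the 35 splits gave as many, and chance cannot be excluded. In camera, the real p of a called list was set against the smallest p of the other splits. The real split was the only 1 of 35 with a p as small for WNT/β-catenin targets (4.48e-05 against 3.04e-04), aquaporins (4.50e-05 against 7.08e-04), chondrogenic transcription factors (3.22e-05 against 0.00117) and synovial lining genes (7.83e-04 against 8.34e-04). These lists were compared because camera had called them in the real split, so this rank does not exclude chance. For SOX genes (4.43e-04 against 3.89e-04) and collagen cross-linking enzymes (1.48e-05 against 9.73e-06), 2 splits gave a p as small. For hypertrophic and osteogenic genes (0.00323 against 0.00287) 3 did and for glycosaminoglycan synthesis (0.00130 against 4.79e-06) 4 did, and chance cannot be excluded there either. Of the 8 splits that part all 4 rabbits, the 7 others gave 0 genes in limma (unadjusted counts were not taken) and up to 9 lists, and the split with 34 genes parts 2 of the rabbits; these 8 splits are too few for a share under 0.05.

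The lower HOX genes of paralog groups 1 to 8 in IPFSCs were the pattern with the smallest camera p (2.75e-19 with the preset correlation). With an estimated correlation, camera did not call the list (adjusted p = 0.159). Camera called the list in 15 of the 35 splits, and the real split was the only 1 with a p as small (1.22e-09 in the next). The list was compared after camera had called it in the real split, so this rank does not exclude chance. Among the 8 splits that part all 4 rabbits, which are too few for a share under 0.05, the smallest other p was 6.53e-09. A mislabelled library is argued against by the gap of 1.40 between the groups on coordinate 1, which is larger than the SD of either group, and in the median of the list no library lay inside the other group, with 2.24 in the lowest ScASC library and 2.05 in the highest IPFSC library on the log2(RPKM + 1) scale (SD of 0.26 and 0.39 within the groups). In paralog groups 9 to 13, 5 genes rose in IPFSCs and 3 fell, so HOX transcripts were not lower throughout. This cannot exclude some cells without HOX expression among the IPFSCs, since RPKM averages over all cells of a library. A candidate explanation that stays open, and that was not tested, is the body position of the fat depots, knee against subcutaneous fat, which the design names and which may be kept in the HOX code of cultured cells.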
